# Transcriptome sequencing and microarray design for functional genomics in the extremophile *Arabidopsis* relative *Thellungiella salsuginea* (*Eutrema salsugineum*)

**DOI:** 10.1186/1471-2164-14-793

**Published:** 2013-11-14

**Authors:** Yang Ping Lee, Federico M Giorgi, Marc Lohse, Kotryna Kvederaviciute, Sven Klages, Björn Usadel, Irute Meskiene, Richard Reinhardt, Dirk K Hincha

**Keywords:** *Arabidopsis thaliana*, Cold acclimation, Gene annotation, LEA proteins, MAP kinases, Microarray design, microRNAs, Protein phosphatases, *Thellungiella salsuginea*, Transcriptome sequencing

## Abstract

**Background:**

Most molecular studies of plant stress tolerance have been performed with *Arabidopsis thaliana*, although it is not particularly stress tolerant and may lack protective mechanisms required to survive extreme environmental conditions. *Thellungiella salsuginea* has attracted interest as an alternative plant model species with high tolerance of various abiotic stresses. While the *T. salsuginea* genome has recently been sequenced, its annotation is still incomplete and transcriptomic information is scarce. In addition, functional genomics investigations in this species are severely hampered by a lack of affordable tools for genome-wide gene expression studies.

**Results:**

Here, we report the results of *Thellungiella de novo* transcriptome assembly and annotation based on 454 pyrosequencing and development and validation of a *T. salsuginea* microarray. ESTs were generated from a non-normalized and a normalized library synthesized from RNA pooled from samples covering different tissues and abiotic stress conditions. Both libraries yielded partially unique sequences, indicating their necessity to obtain comprehensive transcriptome coverage. More than 1 million sequence reads were assembled into 42,810 unigenes, approximately 50% of which could be functionally annotated. These unigenes were compared to all available *Thellungiella* genome sequence information. In addition, the groups of Late Embryogenesis Abundant (LEA) proteins, Mitogen Activated Protein (MAP) kinases and protein phosphatases were annotated in detail. We also predicted the target genes for 384 putative miRNAs. From the sequence information, we constructed a 44 k Agilent oligonucleotide microarray. Comparison of same-species and cross-species hybridization results showed superior performance of the newly designed array for *T. salsuginea* samples. The developed microarrays were used to investigate transcriptional responses of *T. salsuginea* and *Arabidopsis* during cold acclimation using the MapMan software.

**Conclusions:**

This study provides the first comprehensive transcriptome information for the extremophile *Arabidopsis* relative *T. salsuginea*. The data constitute a more than three-fold increase in the number of publicly available unigene sequences and will greatly facilitate genome annotation. In addition, we have designed and validated the first genome-wide microarray for *T. salsuginea*, which will be commercially available. Together with the publicly available MapMan software this will become an important tool for functional genomics of plant stress tolerance.

## Background

The majority of molecular studies of plant stress tolerance have been performed with *Arabidopsis thaliana*, although it is not an extremophile and can therefore be expected to lack many protective mechanisms required to survive extreme environmental conditions. *Thellungiella salsuginea* has therefore attracted increasing interest as an alternative plant model species that possesses the characteristics of an extremophile, i.e. high tolerance of salinity, freezing, nitrogen-deficiency and drought stress [1-7]. The genus *Thellungiella* is part of the *Brassicaceae* family and therefore related to *Arabidopsis*[8,9]. The species name has sometimes been used synonymously with *Thellungiella halophila*, but it is clear now that three distinct *Thellungiella* species (*T. halophila*, *T. salsuginea*, and *T. botschantzevii*) have to be distinguished [10]. *T. salsuginea* is also referred to as *Eutrema salsugineum*, however, we prefer to stay with the older and better established species name as that is not in conflict with the taxonomy [10]. On the other hand, *Thellungiella parvula* is not as closely related to these other species as previously thought and should be called *Schrenkiella parvula*[10]. However, to avoid unnecessary confusion in the assignment of sequence information, we have used the species names used in the respective publications in all comparisons with our data.

*T. salsuginea* resembles *Arabidopsis* in many important features such as short life cycle, self-fertility and the possibility to transform plants by the floral-dip method [4]. While the genomes of *T. salsuginea*[11,12] and *T. parvula*[13] have recently been sequenced, important functional genomics tools such as dedicated microarrays are still lacking for these species.

*Arabidopsis*-based microarrays [2,4,14-17] and a cDNA array comprising 3,628 unique *T. salsuginea* ESTs [18] have been used to profile the effects of abiotic stress conditions on the *T. salsuginea* transcriptome. However, *T. salsuginea* is not in the *Arabidopsis* genus and therefore has several distinguishing genetic and developmental properties [1,4]. Identity between the *Arabidopsis* genome sequence and *T. salsuginea* ESTs (Expressed Sequence Tags) is between 95% and 60%, but there are also specific ESTs in *T. salsuginea*[4,7,19,20]. Importantly, analysis of *T. salsuginea* mRNA using the Affymetrix *Arabidopsis* GeneChip ATH1 produced signals significantly above background for only 20% of the probe sets [17], indicating the necessity for a dedicated *T. salsuginea* microarray for cost-effective transcriptome studies.

Transcriptome sequencing is playing an increasingly important role in functional genomic studies of organisms without full genome sequences (e.g. [21-25]). The 454 technology is an efficient and cost effective way to generate high-throughput EST data for such organisms [26-30], providing the possibility for *de novo* assembly of transcriptomes from uncharacterized genomes [31,32].

Large scale isolation of ESTs is a powerful approach for the discovery of novel genes, the investigation of genes of unknown function, comparative genomic studies and identification of exon/intron boundaries [33]. There are currently 44,559 *T. salsuginea* EST sequences in the GenBank dbEST (as of June 19, 2012; [34]) and 19,429 full-length cDNAs are available from RIKEN [35]. These numbers are far smaller than for *Arabidopsis* (1,529,700 ESTs as of June 19, 2012), indicating the need for further gene discovery and characterization in *T. salsuginea*.

Here, we have sequenced, assembled and annotated the transcriptome of the *T. salsuginea* Yukon accession using 454 pyrosequencing. On the basis of these transcriptome sequences, we have developed a dedicated *T. salsuginea* microarray using the Agilent long oligonucleotide array platform. This array has been benchmarked against the corresponding *Arabidopsis* array and tested in comparative cold acclimation experiments [6].

## Results

### 454 sequencing and transcriptome assembly

We constructed non-normalized and normalized cDNA libraries of *T. salsuginea* from various tissues derived from soil- and hydroponically-grown plants, including rosette and cauline leaves, roots, flowers, and siliques of plants treated with cold, drought and salt to achieve comprehensive transcriptome information. Using the GS FLX 454 sequencer, we generated 400,631 and 811,683 reads from a normalized and non-normalized library, respectively, comprising 562.67 Mbp with an average read length of 464 bp (Table 1). The average read length was greater for ESTs derived from the non-normalized library (566 bp) than from the normalized library (257 bp) and the proportion of reads shorter than 257 bp was larger for the normalized library compared to the non-normalized library (Figure 1), as a result of cDNA fragmentation in the procedure for constructing normalized libraries.

**Figure 1:**
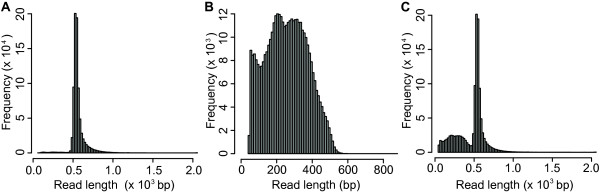
**Expressed sequence tags of *T. salsuginea *generated using 454 pyrosequencing.** Frequency distribution of 454 read lengths derived from **(A)** non-normalized and **(B)** normalized library, and **(C)** combined data from both libraries.

**Table 1:** **Summary of *T. salsuginea *** **ESTs generated from 454 sequencing and assembled contigs**

**Library**	**Non-normalized**	**Normalized**	**Combined**^**1**^
Number of reads	811,683	400,631	1,212,314
Number of contaminated reads^2^	4,496	2,506	7,002
Average read length (bp)	566	257	464
Total reads (Mbp)	459.54	103.13	562.67
Number of assembled reads	712,262	376,509	1,060,666
Number of contigs^3^	33,870	28,928	46,220
Number of contigs with only 454 reads^4^	21,662	16,949	33,147
Average coverage	11.99	6.74	12.63
N50 (bp)	665	632	646
Average contig length (bp)	621	502	567
Number of contigs with ORF^5^	33,625	28,416	45,583
Number of *Arabidopsis* peptides found^6^	23,787	23,220	24,457

^1^Combined 454 reads derived from normalized and non-normalized library.

^2^Best hits with E-value < 1e-10, non streptophyta sequences (NCBI, nr, nt, as of February 12, 2010).

^3^Includes publicly available *T. salsuginea* ESTs (as of April 19, 2010).

^4^Number of contigs minus number of contigs assembled with at least one publicly available EST.

^5^Open reading frames (ORFs) predicted including partial ORFs (Min et al. [83]).

^6^Any hits with E-value < 0.001 from BLASTX search against TAIR9 database (27,379 peptides).

We combined the 454 reads with 44,551 publicly available *T. salsuginea* ESTs and performed a transcriptome assembly with MIRA [36]. This *de-novo* assembly of the combined libraries generated 46,220 contigs with an average length of 567 bp (Table 1, Figure 2C). The contigs showed a similar trend of frequency distribution of average contig coverage (reads per contig length) for three different assemblies (Figure 2D, E, F). Pearson correlation analysis revealed a significant positive correlation (*p* < 10^-6^) between contig length and contig average coverage (Figure 2G, H and I). This result suggests that the consensus nucleotide sequences of long contigs are confidently supported with more reads than the shorter contigs. The assembly of the combined reads increased the number of contigs and average coverage (12.63 reads per nucleotide in the template), but the average contig length was smaller when compared to the non-normalized library (Table 1, Figure 2A and C). Of 46,220 contigs, 33,147 (71.7%) were unique and had not been reported before.

**Figure 2:**
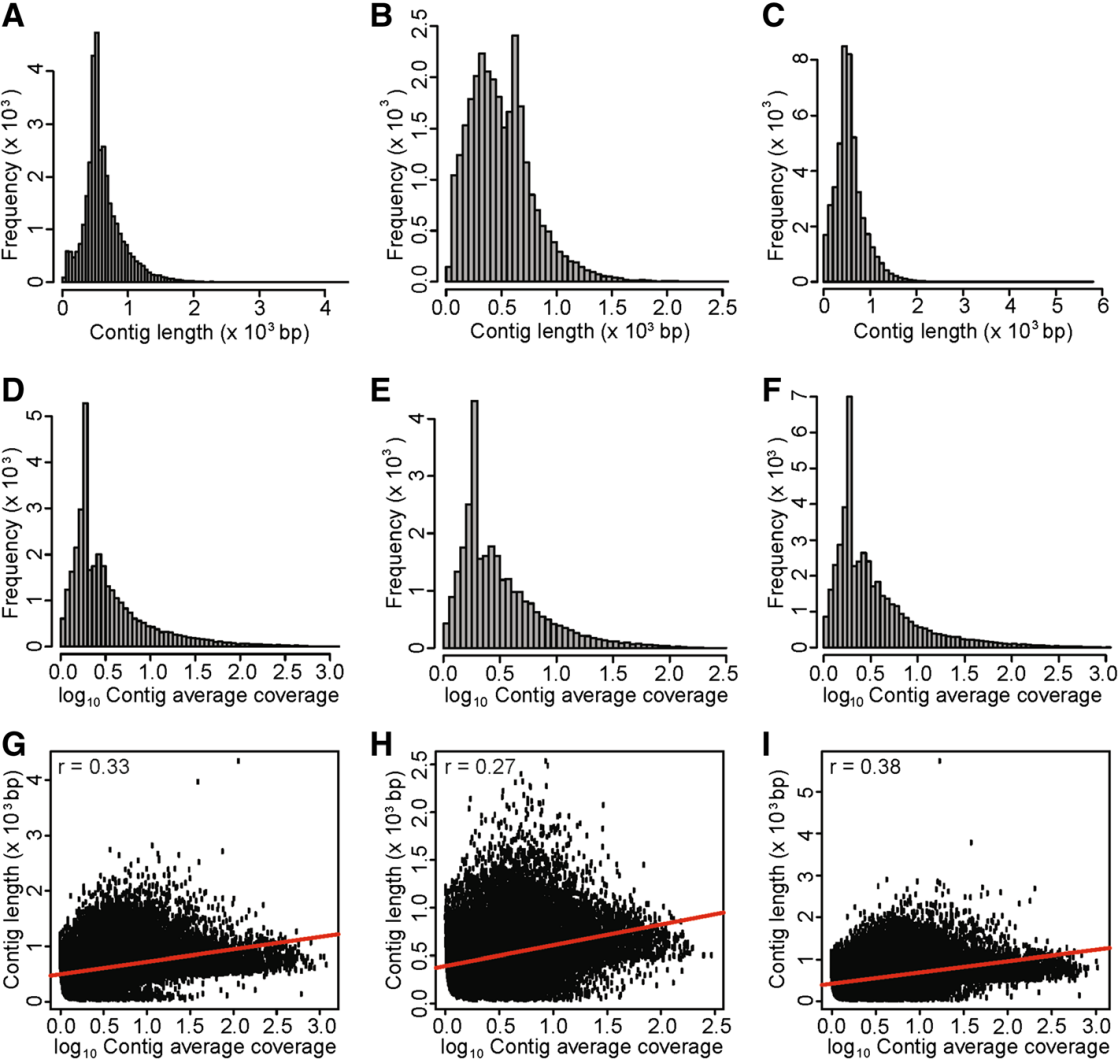
**Size distribution and characteristics of assembled contigs.** Frequency distribution of contigs assembled from the pool of publicly available *T. salsuginea* ESTs and 454 reads derived from **(A)** non-normalized library, **(B)** normalized library or **(C)** combined libraries. Frequency distribution of contig average coverage for the assembly of publicly available *T. salsuginea* ESTs pooled with 454 reads derived from **(D)** non-normalized library, **(E)** normalized library or **(F)** combined libraries. Pearson’s correlations between contig length and contig average coverage for the assembly of publicly available *T. salsuginea* ESTs pooled with 454 reads derived from **(G)** non-normalized library, **(H)** normalized library or **(I)** combined libraries.

We further examined whether sequencing both a normalized and a non-normalized library increased the number of unique transcripts that were detected. The normalization procedure produced about 24% (6898) unique contigs that were not found in the non-normalized library, while the non-normalized library yielded about 20% (6755) unique contigs using BLASTN with E value threshold of 10^-50^. This indicates that to approach full transcriptome information, the sequencing of both types of libraries is necessary. No consensus number was found for the matched contigs between the two libraries using BLASTN in reciprocal searches (Figure 3A).

**Figure 3:**
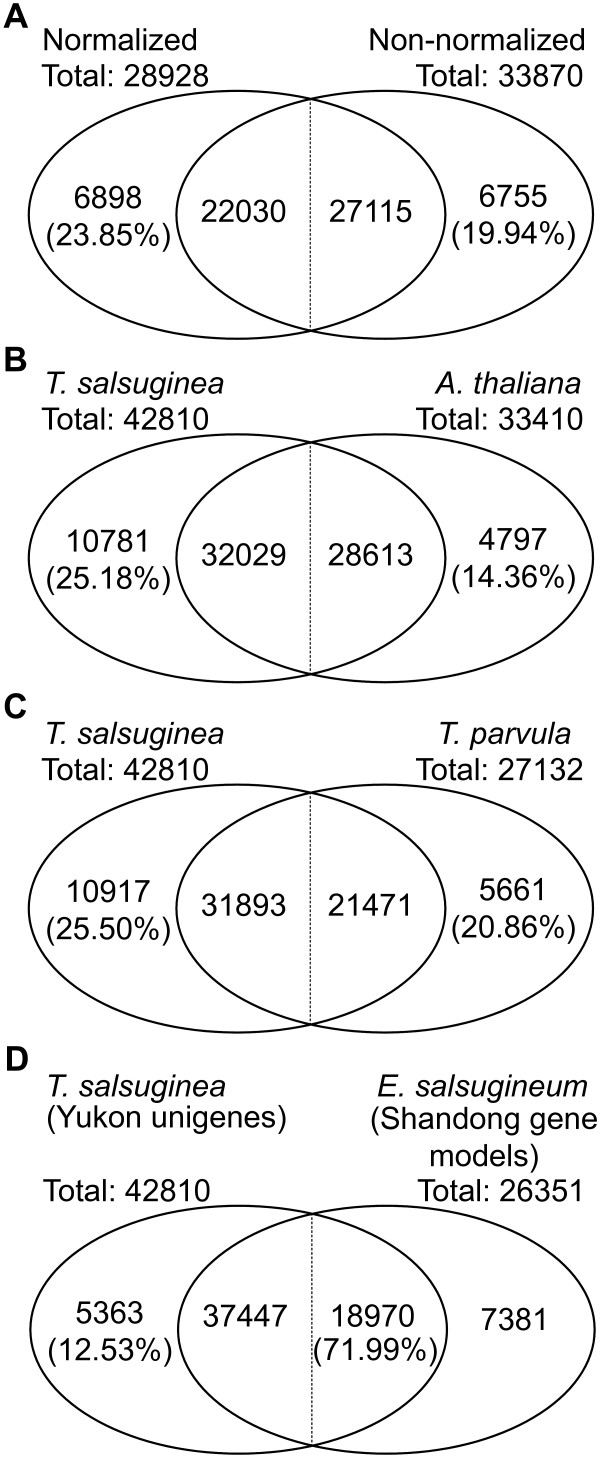
**Similarity of *T. salsuginea *(Yukon) unigenes to *Arabidopsis *and *T. parvula *orthologs and *T. salsuginea/Eutrema salsugineum *(Shandong) gene models.** Venn diagrams depicting the number of unique unigenes derived only from **(A)** normalized or non-normalized libraries, **(B)***T. salsuginea* or *Arabidopsis,***(C)***T. salsuginea* or *T. parvula* (*Schrenkiella parvula*) orthologs, and *T. salsuginea* (*Eutrema salsugineum*) Yukon uniges or Shandong gene models **(D)**. Vertical dividing lines indicate non-matched overlap values for both libraries and species due to the nature of the BLAST search algorithm.

To assess the quality of the assembly, we predicted open reading frames (ORFs) of the contigs and used BLASTX to align all contigs to the TAIR9 *Arabidopsis* annotated protein database using an E-value threshold of 10^-3^. Of 27,379 *Arabidopsis* peptides, 24,457 unique peptides were matched to contigs generated from the combined libraries (Table 1), indicating a high quality of the transcriptome assembly.

### Gene discovery

The transcriptome assembly yielded 4,020 contigs sharing more than 99% sequence identity and coverage with at least one other contig in the assembly, likely constituting alleles of the same genes (or very close paralogs) with single nucleotide polymorphysms (SNPs). Because the seed material was not derived from single seed descent, the plants used in the experiments were not genetically identical, making the presence of SNPs in this plant population likely. We therefore condensed these 4,020 contigs into 610 clusters with ambiguous nucleotides at the SNP sites, reducing the final number of unigenes to 42,810. Since *T. salsuginea* and *Arabidopsis* are both members of the *Brassicaceae* family, we estimated the number of *T. salsuginea* unigenes that were orthologous to *Arabidopsis* genes using BLASTX. This identified 32,029 unigenes as orthologs of *Arabidopsis* genes, while approximately 25% were unique to *T. salsuginea*. No consensus overlap was found for the number of matched sequences between both species when a reciprocal search was performed, because every given reference sequence may hit more than one paralog in the other species, while also more than one homologous sequence in one species may hit a single sequence in the other species (Figure 3B). The genome sequence of *T. parvula* was published recently [13] and although *T. salsuginea* and *T. parvula* are related, about 26% of *T. salsuginea* unigenes have no counterparts in *T. parvula*, while 21% of the *T. parvula* genes have no orthologs in *T. salsuginea* (Figure 3C), probably reflecting the fact that the relationship between *T. salsuginea* and *T. parvula* (*Schrenkiella parvula*[10]) is not as close as originally assumed. On the other hand, approximately 88% (37,622 of 42,810) of the *T. salsuginea* unigenes could be aligned to 3,703 *T. salsuginea* genomic contig sequences comprising 135.6 Mbp of genome sequence [11] using BLASTN with a stringent threshold (E-value < 10^-50^).

More recently the *T. salsuginea* (Shandong accession) genome sequence obtained by Sanger sequencing technology has been published [12]. We estimated that 72% (18,970 out of 26,351) of the gene models predicted from the genome were expressed under our experimental conditions (BLASTN, E-value < 10^-10^). On the other hand, 37,447 *T. salsuginea* Yukon unigenes were best matched (BLASTN, E-value < 10^-10^) with the Shandong gene models (Figure 3D). Therefore, 5,363 unigenes from the Yukon accession have no counterpart among the predicted gene models from the Shandong accession and may be Yukon-specific transcripts (Figure 3D). Approximately 56.7% of matched unigenes (21,228 out of 37,447) were estimated to be full length in relation to the published gene models from the genome sequence (E-value <10^-10^ and total query coverage > 90%).

We further investigated how many Yukon unigenes were likely derived from gene duplication events in relation to Shandong gene models. We assessed the sequence relationships between Yukon accession unigenes and Shandong accession gene models by BLASTN analysis (E-value < 10^-10^ and query coverage >90%). Based on these criteria (21,228 Yukon unigenes matching Shandong gene models), we assessed whether the relationships were one-to-one (single copy number conserved in both accessions), one-to-many (one Yukon transcript matches more than one Shandong gene model), many-to-one (more than one Yukon transcript uniquely matches a single Shandong gene model), or many-to-many (larger homologous groups with several members from both accessions). 376 putatively duplicated Yukon unigenes were identified in relation to Shandong gene models. These unigenes were enriched with genes involved in protein synthesis, nucleotide metabolism, DNA synthesis, light reaction of photosynthesis, regulation of transcription, redox and storage proteins (Table 2).

**Table 2:** Enrichment of unigenes in MapMan terms for 12,272 duplicated Yukon unigenes

**Mapman bin code**	**Mapman term**	**Number of duplicated Yukon unigenes**	Fisher’s exact test *P*-value (Bonferroni-corrected)*
29.2.1	protein.synthesis.ribosomal protein	558	1.48E-18
11.1	lipid metabolism – Fatty Acid synthesis and Fatty Acid elongation	89	1.56E-06
29.5	protein.degradation	652	3.28E-05
34	transport	433	1.25E-04
30	signalling	488	2.93E-04
1.1.1.01	PS.lightreaction.photosystem II.LHC-II	52	3.98E-04
20.1.7	stress.biotic.PR-proteins	29	1.00E-03
20.1	stress.biotic	93	1.86E-03
29.3.4	protein.targeting.secretory pathway	95	3.52E-03
1.1.2.01	PS.lightreaction.photosystem I.LHC-I	41	4.32E-03
23.4.010	nucleotide metabolism.phosphotransfer and pyrophosphatases.nucleoside diphosphate kinase	21	8.96E-03
20.2.3	stress.abiotic.drought/salt	63	1.17E-02
30.3	signalling.calcium	129	1.20E-02
21	redox.regulation	167	2.28E-02
11.1.012	lipid metabolism.FA synthesis and FA elongation.ACP proteins	18	2.49E-02
17.6.3	hormone metabolism.gibberelin.induced-regulated-responsive-activated	18	2.49E-02
27.3.25	RNA.regulation of transcription.MYB domain transcription factor family	14	2.54E-02
27.3.52	RNA.regulation of transcription.Global transcription factor group	16	2.70E-02
29.1	protein.aa activation	59	2.72E-02
4.02	glycolysis.PGM	10	3.22E-02

*The Bonferroni-corrected Fisher’s exact test P-value that was extracted from MapMan term enrichment analysis using MEFISTO software [101].

The single nucleotide polymorphisms (SNPs) between Shandong gene models and Yukon unigenes were called using VarScan v2.3.5 [37] as allelic variation may contribute to the variation of gene expression and the phenotypes of the accessions [38-40]. Using Shandong gene models as reference sequences, we identified 16,209 putative non-ambiguous SNPs between Yukon and Shandong in 4,020 Shandong gene models (Table 3, Additional file 1). Whether the identified SNPs contribute to differences in gene expression and/or phenotypic variation, e.g. in stress responses, remains to be investigated.

**Table 3:** Non-ambiguous SNPs identified between Shandong gene models and Yukon unigenes

SNP frequency*	**Number of Shandong gene models**
1	1,119
2	854
3	590
4	374
5	302
6	179
7	122
8	101
9	69
≥ 10	310
Total	4,020

*Detected nonambiguous SNPs between Shandong gene models and Yukon unigenes. The Yukon unigenes were aligned to the reference sequence of the Shandong gene models and called for variations using VarScan v2.3.5 [37].

### Functional annotation

Sequence-based functional annotation of the 42,810 unigenes was performed using Mercator [41] and MapMan ontology [42] to predict and classify the protein coding unigenes. The Mercator tool predicts the function of input DNA sequences by searching a variety of reference databases (currently six are available: three BLAST-based, two RPSBLAST-based and InterProScan). Subsequently, each input gene is assigned to one or more functional MapMan bins based on the manually curated binning of the reference database entries [42,43]. We compared the distribution of gene functions and found that a large proportion of *Arabidopsis* (35.5%) and *T. salsuginea* unigenes (48.9%) could not be classified to any functional bin (Figure 4A). A large number of genes with known functions were classified in bins of protein, DNA, RNA, signaling, transport, stress, cell, development, photosynthesis and miscellaneous for *Arabidopsis* (53.8%) and *T. salsuginea* (40.0%). The distribution of gene functions was similar in both species with similar proportions of genes for each bin except gene functions related to DNA metabolism (9.5% in *Arabidopsis* and 1.5% in *T. salsuginea*) and differences of about 2% between *Arabidopsis* and *T. salsuginea* in bins for RNA, protein and photosynthesis (Figure 4A).

**Figure 4:**
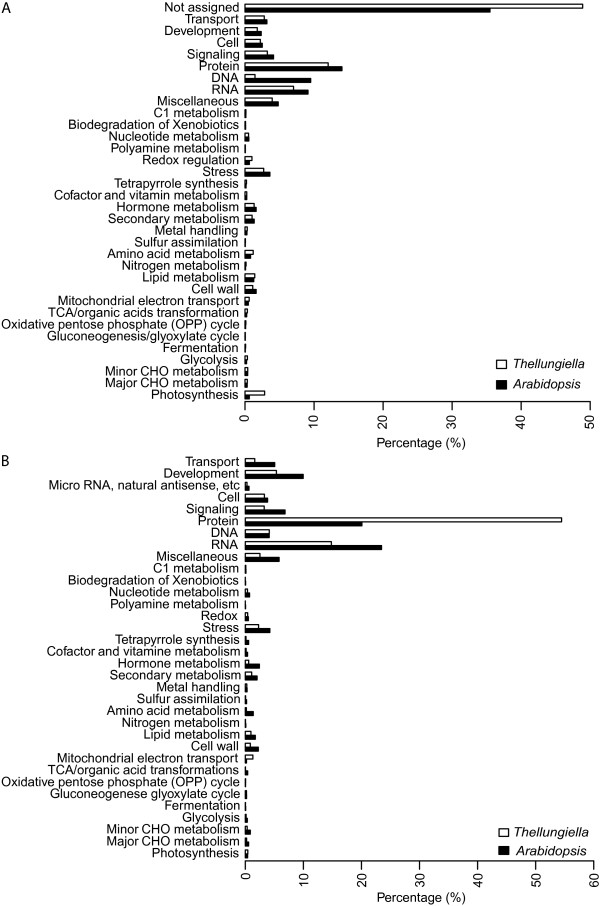
**Distribution of predicted *T. salsuginea *gene functions in comparison to *Arabidopsis thaliana*. (A)** Functional classes of encoded proteins and **(B)** micro RNA prediction and distribution of their target genes.

### microRNA prediction

Higher plant transcriptomes contain a large number of non-coding RNAs including microRNA (miRNA) that function in diverse regulatory processes that influence e.g. growth and development [44]. Since primary miRNA transcripts are polyadenylated [45-47] it seemed possible that the *T. salsuginea* unigenes contain primary miRNA transcripts that code for one or more miRNA stem loops that could be further processed to mature miRNAs. We scanned all unigenes using BLASTN with a threshold E-value of 10^-10^ against the complete set of miRNA precursor transcripts from the plant miRNA database [48] and obtained 384 unigenes that putatively encode miRNA precursor transcripts. The predicted target transcripts of the corresponding miRNAs were classified according to their functions using MapMan ontology and the predicted targets were compared with those of *Arabidopsis* miRNAs (Figure 4B). The proportion of predicted targets in the different functional classes was generally lower for *T. salsuginea* than for *Arabidopsis* except for target functions related to protein metabolism (54.5% vs. 20.1%) and mitochondrial electron transport (1.3% vs. 0.2%), where *T. salsuginea* showed higher proportions compared to *Arabidopsis*.

### Genes encoding protein kinases and protein phosphatases

Mitogen activated protein kinases (MAPK) and MAPK phosphatases are important components that mediate abiotic stress signaling in plant cells [49]. Members of the families of protein tyrosine phosphatases (PTPs), including dual specificity phosphatases (DSPs) and protein phosphatases 2C (PP2Cs) have been characterized as plant MAPK phosphatases that regulate stress responses [50,51]. In the PP2C gene family the A-type PP2C phosphatases are generally upregulated in response to abscisic acid (ABA), whereas B-type PP2Cs (AP2Cs) have been characterized as MAPK phosphatases [51]. Since drought or salt stress induces ABA biosynthesis in plants and MAPK cascades have been related to salt stress tolerance [49], it was of high interest to identify putative orthologous proteins of PP2Cs and PTPs/DSPs, as well as MAPKs and MAPK kinases (MAPKKs) in the extremophile *T. salsuginea.*

Individual *T. salsuginea* putative MAPKK, MAPK, PP2C, DSP and PTP proteins were designated according to the corresponding orthologous protein annotations in *Arabidopsis* (Additional files 2, 3 and 4) and their phylogenetic relationships were visualized in unrooted phylogenetic trees (Additional files 5, 6 and 7). Using 80 PP2Cs from *Arabidopsis*[51-53] as well as 74 and 75 PP2Cs encoded in the *T. salsuginea* and *T. parvula* genomes [11-13], respectively, led to the identification of 118 PP2C unigenes in the sequenced *T. salsuginea* ESTs that could be translated into 59 PP2C proteins (Table 4, Additional file 8).

**Table 4:** **Number of putative protein tyrosine phosphatase (PTP), dual specificity phosphatase (DSP), protein phosphatase 2C (PP2C), mitogen activated protein kinase (MAPK) and MAPK kinase (MAPKK) unigenes and proteins in the *T. salsuginea *** **( *T.s. *), *T. parvula *** **( *T.p. *) and *A. thaliana *** **( *A.t. *) genomes**

	**Unigenes**	**Proteins from unigenes**	**Proteins from genome**
**PTP *T.s.***	1	1	1
**PTP *T.p.***	na	na	2
**PTP *A.t.***	na	na	1
**DSP *T.s.***	28	18	23
**DSP *T.p.***	na	na	20
**DSP *A.t.***	na	na	22
**PP2C *T.s.***	118	59	75
**PP2C *T.p.***	na	na	74
**PP2C *A.t.***	na	na	80
**MAPK *T.s.***	25	13	18
**MAPK *T.p.***	na	na	19
**MAPK *A.t.***	na	na	20
**MAPKK *T.s.***	8	6	10
**MAPKK *T.p.***	na	na	11
**MAPKK *A.t.***	na	na	10

na = not applicable.

All plant species studied so far revealed a single gene encoding a PTP [54]. Correspondingly, a single unigene of a PTP was identified in the *T. salsuginea* transcriptome. However, two PTP genes were identified in the genome of *T. parvula* (Table 4). Reciprocal BLAST of 22 and 20 DSP sequences from *Arabidopsis*[54] and *T. parvula*[13], respectively, revealed 28 DSP encoding unigenes (Table 4) that code for 18 *T. salsuginea* DSP proteins (Additional file 8).

The genome sequences of *T. salsuginea* and *T. parvula*[11-13] revealed 18 and 19 MAPK encoding genes, respectively, in comparison to 20 MAPKs [55] found in *Arabidopsis*. Here, analysis of MAPKs in the transcriptome of *T. salsuginea* identified 25 unigenes, which were translated into 13 putative MAPK proteins (Table 4, Additional file 8). MAPKK proteins are represented by 10 and 11 members in the genomes of *Arabidopis*[55] and *T. parvula*[13], respectively. In the *T. salsuginea* trancriptome we identified eight ESTs representing MAPKK, corresponding to six MAPKK proteins (Table 4, Additional file 8).

### Genes encoding Late Embryogenesis Abundant (LEA) proteins

The accumulation of LEA proteins (or their transcripts) has been associated with environmental stress conditions such as cold, drought, or desiccation in plants, as well as in some bacteria and invertebrates [56,57]. In *Arabidopsis* 51 genes encoding LEA proteins have been identified and all genes were shown to be expressed in some tissue and/or under particular stress conditions [58]. Most of the *Arabidopsis* LEA proteins were predicted to be highly hydrophilic, intrinsically disordered proteins. Since LEA proteins are generally assumed to play important roles in cellular stress tolerance, it was of interest to identify potential orthologous proteins in the extremophile *T. salsuginea*. Therefore, the 51 *Arabidopsis* LEA proteins were reciprocally compared by BLASTX (threshold E-value 10^-10^) with the translated unigenes. This resulted in 148 putative *T. salsuginea* LEA protein sequences (Additional file 9). They were aligned with the *Arabidopsis* LEA proteins using ClustalW and an unrooted dendogram was drawn (Additional file 10) assigning the putative LEA proteins to the corresponding Pfam domain/motif groups (Additional file 11). Due to high similarity at the protein sequence level, these proteins were condensed to 52 protein sequences that showed distinct models (Additional file 11). For example, one of the best characterized *Arabidopsis* LEA proteins is COR15A (LEA24) which clustered with three orthologous *T. salsuginea* proteins (73, 139, 168, Additional file 10) encoded by distinct unigenes. However, multiple protein sequence alignment showed that amino acid sequences translated from thellun_all_rep_c5293 (73) and thellun_all_rep_c26181 (139) were highly similar to thellun_all_rep_c36160 (168; Figure 5) which is the longest of the three translated polypeptides. We therefore chose translated frame +3 of thellun_all_rep_c36160 as the representative COR15A orthologous protein in *T. salsuginea* (Additional file 12).

**Figure 5:**
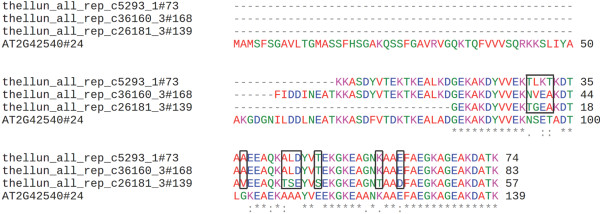
**Multiple sequence alignment of COR15A orthologous proteins between *T. salsuginea *and *Arabidopsis*.** Boxes indicate substitutions of amino acids among *T. salsuginea* COR15A orthologous proteins. Identical amino acids are marked with a star. Amino acids showing conserved substitutions are marked with two dots, and semi-conserved substitutions are marked with a single dot.

Following this strategy for all 148 putative *T. salsuginea* LEA proteins identified 15 *Arabidopsis* LEA proteins without an orthologous protein in the *T. salsuginea* transcriptome. However, a BLASTN search (E < 1e-50) revealed the presence of genes encoding 12 of these proteins in the *T. salsuginea* genome. For example, there were no apparent orthologs of LEA_5 proteins among the unigenes, but the BLASTN search of the gene sequences (At2g40170 and At3g51810) against the *T. salsuginea* genome retrieved two genomic sequences (AHIU01008450.1 and AHIU01008580.1), indicating that two LEA_5 proteins are encoded in the *T. salsuginea* genome, but probably not expressed under our experimental conditions. LEA_4 and dehydrin are the two largest groups of LEA proteins in *Arabidopsis* and this was also true for *T. salsuginea* with 18 LEA_4 proteins in both species. Interestingly, *T. salsuginea* contains more dehydrins (17 vs 10) than *Arabidopsis*. This is due to the fact that some *Arabidopsis* LEA proteins were represented by several *T. salsuginea* orthologs. For instance, LEA23 (At2g42530; COR15B) and LEA51 (At5g66400; RAB18) were each represented by four distinct protein sequences and several others by three (Additional file 12).

Overall, the majority of putative *T. salsuginea* LEA proteins showed negative GRAVY (grand average of hydropathy) values indicating the expected high hydrophilicity (Additional file 12). Since a precise *in-vivo* function has not been established for any *Arabidopsis* LEA protein, it is currently impossible to evaluate the functional significance of the multiple orthologous *T. salsuginea* proteins.

### Design and performance of a dedicated T. salsuginea microarray

Between 2 and 12 60-mer oligonucleotide probes were designed for each *T. salsuginea* unigene, depending on the length of the predicted gene. With this oligonucleotide sequence information as input, 400 K arrays were produced by Agilent. A Pre-Selection Strategy (PSS) [59] was used to select the best-performing probes by hybridizing either cRNA derived from pooled total RNA (identical to the RNA used in cDNA library construction for sequencing) or genomic DNA to these arrays. On the basis of the hybridization signal strength, the 43,800 best-performing probes were selected. 40,952 probes were selected on the basis of their hybridization signals with the cRNA sample and 2,848 additional probes were derived from the hybridization with genomic DNA. Using the Agilent eArray Platform [60], 44 K arrays were produced from these oligonucleotide sequences. For 2,237 unigenes, the number of features on the array allowed the design of two different probes for the same contig, while for the remaining 39,326 unigenes only one probe was designed. 

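In the scanner software's tables, 43800 probes on the T. salsuginea array remained after the control spots were set aside, and their names covered 41563 unigenes. Of these, 39326 unigenes had 1 probe and 2237 had 2 probes.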

The resulting 43,800 probes therefore represented 41,563 unigenes.

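Leaf RNA of the Yukon accession from 3 non-acclimated and 3 cold acclimated biological replicates, the latter kept for 14 days at 4 °C, was labelled with Cy3 and hybridized to 6 T. salsuginea arrays with 1 colour and 1 sample per array. For each array, the authors deposited the spot intensities written by the scanner software. The processed intensities used here had been background-subtracted and spatially detrended within each array by that software and had not been normalized between arrays. The median processed intensity of an array was 817 to 982 in the non-acclimated group (median 854) and 1270 to 2129 in the cold acclimated group (median 1472). Between 79.0 and 83.5% of the probes were well above background on the non-acclimated arrays and between 84.8 and 85.7% on the cold acclimated arrays, by the scanner software's own call. For differential expression, spots marked as outliers by that software were left out (3 to 16 per array), log2 intensities were quantile-normalized over the 6 arrays, and a linear model with 1 mean per treatment was fitted with limma. Probes were called when the Benjamini-Hochberg adjusted p was below 0.05 and the log2 fold change was at least 1 in either direction, as in the paper's methods. Log2 fold changes are given as cold acclimated minus non-acclimated, and the number of arrays limits the precision of every value.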

To test the newly designed arrays, they were hybridized with total RNA derived from control (NA) or 14-day cold acclimated (ACC) *T. salsuginea* plants from three independent biological experiments. Spot intensities between replicates were highly correlated with r-values of Pearson correlations between 0.985 and 0.993, *p* < 2.2 × 10^-16^ (Additional file 13). In addition, the log_2_-transformed fold change in hybridization signals between samples from non-acclimated and cold acclimated plants for the 2,237 pairs of probes targeting the same unigene were also highly correlated (Additional file 14, r = 0.951, p < 2.2 × 10^-16^). These results validate the probe design and selection with the PSS method.

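Over the 43775 to 43789 probes measured on both arrays of a pair, Pearson's r of the log2 processed intensities was 0.981, 0.981 and 0.990 between the non-acclimated replicates. Between the cold acclimated replicates it was 0.984, 0.989 and 0.986. Spearman's rho of the 6 pairs lay between 0.981 and 0.992. The lowest r was 0.984 with the mean spot intensities without background subtraction and 0.976 with linear instead of log2 values. These correlations run across probes, which are not independent replicates.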

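The log2 fold changes of the paired probes had a Pearson's r of 0.937 and a Spearman's rho of 0.911 across the unigenes, and the median absolute difference within a pair was 0.10. When the fold change was taken from a single pair of same-numbered arrays, r was 0.903, 0.875 and 0.905 (SD 0.0170, n = 3). Leaving out each of the 6 arrays in turn kept r between 0.928 and 0.938. The alternative that moved r most was the restriction to the 1906 pairs with both probes well above background on at least 2 arrays, for which r was 0.969.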

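Among the pairs of probes, both probes were called in 538 pairs, and the direction was the same in 537 of them. Only 1 of the 2 probes was called in 143 pairs, and neither probe in 1556 pairs. From the correlations between replicates and between probes of the same unigene, the paper concludes that the procedure for probe design and selection worked.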

To further examine the quality of the *T. salsuginea* array and to assess whether hybridization results from a dedicated array are superior to cross-species hybridization using the *Arabidopsis* array from the same manufacturer, we performed reciprocal array hybridizations. In this experiment, RNA from the Yukon accession of *T. salsuginea* and RNA from the Col-0 accession of *Arabidopsis* were both hybridized to the Agilent *T. salsuginea* and *Arabidopsis* arrays. 

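RNA of Col-0 and Yukon, each from 3 non-acclimated and 3 cold acclimated replicates, was hybridized to 12 Arabidopsis arrays and 12 T. salsuginea arrays, 24 arrays in all. In the deposited labels, the species fields name the species for which the array was designed. The RNA was therefore identified from the age and description fields and the paper's methods, with plants of 6 weeks for Col-0 and 8 weeks for Yukon. The median processed intensity per array of Col-0 RNA on Arabidopsis arrays was 160 to 264 in the non-acclimated group (median 183) and 213 to 247 in the cold acclimated group (median 246). Yukon RNA on Arabidopsis arrays had medians of 2.20 to 3.09 (median 2.26) and 1.85 to 3.74 (median 3.12) in the same order of groups. For Col-0 RNA on T. salsuginea arrays the medians were 16.4 to 30.3 (median 24.5) and 16.0 to 28.7 (median 18.5). Between 66.6 and 71.7% of the probes were well above background for Col-0 RNA on Arabidopsis arrays, 37.1 to 42.6% for Yukon RNA on Arabidopsis arrays and 44.8 to 52.4% for Col-0 RNA on T. salsuginea arrays. All T. salsuginea arrays and replicate 1 of both Col-0 treatments on the Arabidopsis array were scanned in session 2, and the other Arabidopsis arrays in session 1. Each RNA on each array type was normalized and fitted on its own over the 43603 probes of the Arabidopsis array or the 43800 probes of the T. salsuginea array.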

For both species, RNA was extracted from acclimated and non-acclimated plants from three independent biological replicates. The comparison between the performance of the two arrays was limited to a set of probes that represent genes that are highly similar between the two species. These genes were identified using BLASTX with a threshold E-value of 10^-10^ that resulted in 15,557 orthologous genes. 

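The genes of the 2 arrays were paired here through the probe sequences in the scanner files, a procedure chosen after the planned match by locus could not be run. Each T. salsuginea probe was compared with the Arabidopsis probes by blastn on the sense strand, and pairs that were each other's best match with E below 1e-10 were kept. This gave 1777 pairs, of which 1693 had an Arabidopsis locus (1603 different loci). The aligned length had a median of 50 bases and the identity a median of 93.5%. Pairs found in this way have similar probe sequences, so conserved stretches are over-represented among them. With E below 1e-5, 3338 pairs were obtained.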

The signal intensities (median values) of the corresponding probes were significantly correlated (Figure 6A, B, D, E, r-values between 0.437 and 0.457, and *p* < 2.2 × 10^-16^) between the *T. salsuginea* and *Arabidopsis* arrays when hybridized with identical RNA samples. However, closer examination of these correlations revealed that a substantial proportion of probes yielded very low signal intensities in cross-species hybridizations. For example, when RNA from non-acclimated *T. salsuginea* plants was hybridized to *Arabidopsis* arrays (Figure 6A), this yielded 4,426 genes with log_10_ signal intensities below 1, while the log_10_ signal intensities were above 2 when identical RNA samples were hybridized to *T. salsuginea* arrays.

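Across the 1777 probe pairs, log10 processed intensities (median of 3 replicates) on both arrays had a Pearson's r of 0.760 ± 0.0284 for non-acclimated Yukon RNA and 0.790 ± 0.0304 for cold acclimated Yukon RNA. For Col-0 RNA, r was 0.788 ± 0.0248 in the non-acclimated group and 0.748 ± 0.0190 in the cold acclimated group (SD over 3 replicates in each case). Spearman's rho was 0.763, 0.810, 0.789 and 0.760 in the same order. With the 3338 pairs at E below 1e-5, r was 0.641 and 0.661 for Yukon RNA and 0.665 and 0.609 for Col-0 RNA. For the 95 loci that the paper itself pairs with unigenes in Additional files 2, 3 and 4, a set examined after the other values had been seen, r was 0.292 and 0.323 for Yukon RNA and 0.102 and -0.00767 for Col-0 RNA. Genes are not independent replicates in these correlations.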

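In non-acclimated Yukon RNA, 109 of the 1777 probe pairs (6.13%) had a log10 intensity below 1 on the Arabidopsis array and above 2 on the T. salsuginea array, and no pair showed the opposite (0 pairs). With median spot intensities minus the median local background the number was 110. Among the 3338 pairs with E below 1e-5 it was 492 (14.7%). Of the 95 loci paired in the paper's Additional files, 22 (23.2%) met the same limits. In non-acclimated Col-0 RNA, 66 of the 1777 pairs (3.71%) were below 1 on the T. salsuginea array and above 2 on the Arabidopsis array, and 3 pairs showed the opposite. This Col-0 number depended on the background subtraction and was 1 with median spot intensities minus the median local background.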

**Figure 6:**
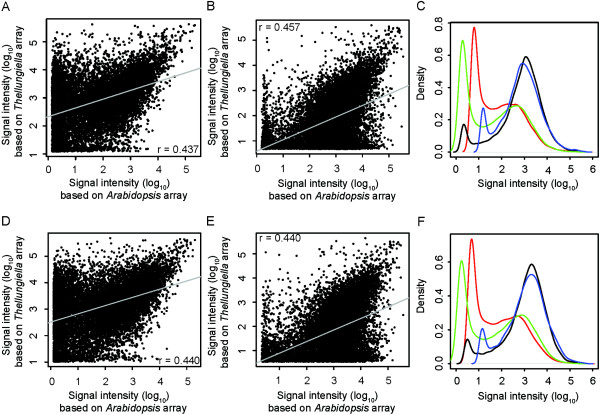
**Comparison of median raw signal intensities of 15,557 genes matched between *T. salsuginea *and *Arabidopsis *arrays.***T. salsuginea* genes were matched with *A. thaliana* genes using BLASTX, with a significance cut-off of E < 10^-10^ for a sequence similarity search against the *Arabidopsis* TAIR10 database. This resulted in 15,557 genes that matched between the two microarrays. Pearson’ s correlations (*p* < 2.2 × 10^-16^) are shown between log10-transformed signal intensities obtained from *T. salsuginea* and *Arabidopsis* arrays hybridized with identical leaf RNA samples from either non-acclimated Yukon **(A)** or Col-0 **(B)**, or cold acclimated Yukon **(D)** or Col-0 **(E)**. The median density signal distributions of all 15,557 probes after hybridization with non-acclimated **(C)** or cold acclimated RNA samples **(F)** are also shown. The green lines indicate the density distribution of median signal intensity of Yukon samples hybridized on the array designed for *Arabidopsis*, while the blue lines show the density distribution of Yukon samples hybridized on the array designed for *T. salsuginea*. The red lines show the density distribution of Col-0 samples hybridized on the Agilent array designed for *T. salsuginea* and the black lines show the density distribution of Col-0 samples hybridized on the array designed for *Arabidopsis*.

Significantly, the distribution of raw signal intensities from all probes on the arrays revealed a bimodal distribution [61,62] with a dominant density peak at high signal intensities (likely derived from perfect-match hybridizations) and a minor peak at low signal intensities (likely derived from noise and mismatch hybridization) for the same-species array hybridizations (black and blue lines, Figure 6C and F). In contrast, cross-species array hybridizations yielded predominantly low signal intensities (green and red lines, Figure 6C and F), suggesting that these hybridizations were dominated by non-specific signals.

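Over all probes, the density of the log10 processed intensity of Yukon RNA on T. salsuginea arrays had a pair of main peaks. In non-acclimated samples these lay at 1.15 and 3.10, and the peak at low intensity reached 96.3% of the height of the other. In cold acclimated samples they lay at 1.10 and 3.35, and the lower peak reached 75.1% of the height of the other. Additional peaks at 5.45 and 5.50 reached 15.1 and 13.4%. For Col-0 RNA on Arabidopsis arrays, the highest peak lay at low intensity, at 0.35 in non-acclimated and 0.45 in cold acclimated samples. The peaks at high intensity lay at 3.05 and 3.25 and reached 52.1 and 55.2% of its height.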

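Yukon RNA on Arabidopsis arrays gave a single density peak, at 0.25 in non-acclimated and 0.20 in cold acclimated samples. Col-0 RNA on T. salsuginea arrays gave its highest peak at 0.80 and 0.65, and its peaks at 2.65 and 2.70 reached 13.5 and 13.7% of that height. For Yukon RNA, 60.6% ± 2.21 of the probes on Arabidopsis arrays and 16.4% ± 2.49 on T. salsuginea arrays were not well above background (SD, n = 6 arrays each). The percentage was lower on the T. salsuginea array for each of the 6 RNA samples, with a mean difference of -44.2 percentage points (exact sign-flip permutation test over samples, p = 0.0313, the smallest p that 64 arrangements allow; 0.00216 in the exact test over 924 splits of the arrays). For Col-0 RNA, the percentages were 51.0% ± 2.85 on T. salsuginea arrays and 30.5% ± 2.35 on Arabidopsis arrays (SD, n = 6 each), and the mean difference between the Arabidopsis and the T. salsuginea array of the same sample was -20.5 percentage points, with the same p in both exact tests. The highest peak per array lay at 2.94 ± 0.831 for Yukon RNA on its own array type and at 0.222 ± 0.0776 on Arabidopsis arrays (SD, n = 6). For Col-0 RNA it lay at 0.453 ± 0.162 on its own array type and at 0.690 ± 0.0801 on T. salsuginea arrays (SD, n = 6; p = 0.0238 in the exact test over splits and 0.0938 in the exact test paired by RNA sample). The Arabidopsis arrays of session 1 had values of 0.298 to 0.407, and those of session 2 had 0.613 and 0.697, against 0.618 to 0.812 on the T. salsuginea arrays. The pairing by RNA sample was chosen after the data were seen. Within scan session 2, the 2 Arabidopsis arrays with Col-0 RNA had 33.2 and 33.4% of probes not well above background, below each of the 6 T. salsuginea arrays with Col-0 RNA (47.6 to 55.2%). The 4 Arabidopsis arrays of session 1 with Col-0 RNA had 28.3 to 30.5%, so the arrays of session 2 had the higher percentages within this group. For Yukon RNA, each array type was scanned in a single session. In addition, most probes of the T. salsuginea array had been selected by the paper for their signal with pooled RNA of this species. A low percentage for Yukon RNA on that array is thus partly fixed by the selection. The Yukon tests cannot separate it from the match of species. From the predominance of low intensities, the paper proposes that non-specific signals dominated the cross-species hybridizations.

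**Figure D1:**
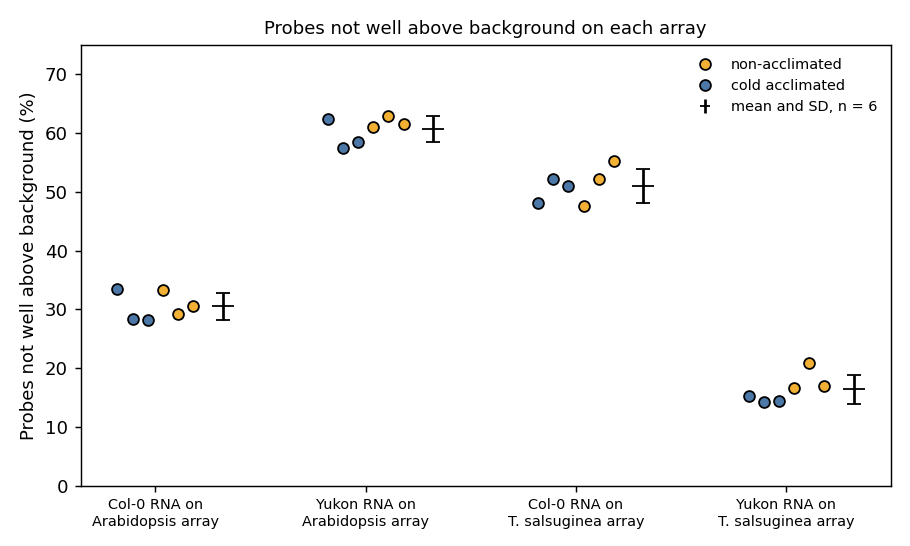
Percentage of probes not well above background on each of the 24 arrays, by RNA and array type; points are single arrays, and bars give the mean and SD of 6 arrays. All Yukon RNA samples lie between 57.4 and 62.9% on the Arabidopsis array and between 14.3 and 21.0% on the T. salsuginea array. Most T. salsuginea probes had been selected for their signal with RNA of this species.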

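Of the 1777 probe pairs, 528 were called in Yukon RNA on the T. salsuginea array. On the Arabidopsis array, 319 of these were called as well, 318 of them in the same direction, and 209 were not called, or 39.6% (95% Wilson interval 35.5 to 43.8%, counting error only). A further 49 pairs were called on the Arabidopsis array alone. The log2 fold change had the same sign on both arrays in 515 of the 528 pairs. On the Arabidopsis array, 27 of the 209 pairs that were not called (12.9%) and 1 of the 319 pairs called on both (0.313%) were well above background on fewer than 2 arrays (Fisher's exact test, two-sided, p = 8.40e-11). Among the alternatives set in advance, a joint fit of the 12 arrays of each type moved the percentage most, to 68.8%, and an adjusted p below 0.05 without a fold change limit gave 51.0%.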

In fact, approximately half of the probes were detected as background signals (Additional file 15) when *T. salsuginea* RNA was hybridized to *Arabidopsis* arrays and 58% (2,553 of 4,425) of the genes differentially expressed during cold acclimation that were detected using *T. salsuginea* arrays were not identified as significantly changed using *Arabidopsis* arrays (Figure 7). 

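In Col-0 RNA, 8 of the 1777 probe pairs were called on the Arabidopsis array. Of these, 2 were also called on the T. salsuginea array and 6 were not, or 75.0% (95% Wilson interval 40.9 to 92.9%). A further 19 pairs were called on the T. salsuginea array alone. With non-acclimated replicate 1 included, 2 of the 6 called pairs were missed (33.3%). The shared deviations of same-numbered Col-0 samples on the Arabidopsis array call for the replicate number as a block in limma. With this block, no pair was called on either array (0 of 1777), and no percentage could be formed. The block left fewer residual degrees of freedom. On the Arabidopsis array, the median residual SD fell from 0.433 to 0.214. Probes with an unadjusted p below 0.05 in limma numbered 8871 without the block and 9828 with it. The missing calls therefore do not show that the Col-0 response is absent.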

A similar situation was evident when Col-0 RNA was hybridized to both arrays, where 82% (422 out of 512) of the genes that were found significantly cold-regulated using the same-species arrays showed no significant regulation in cross-species array hybridizations (Figure 7).

**Figure 7:**
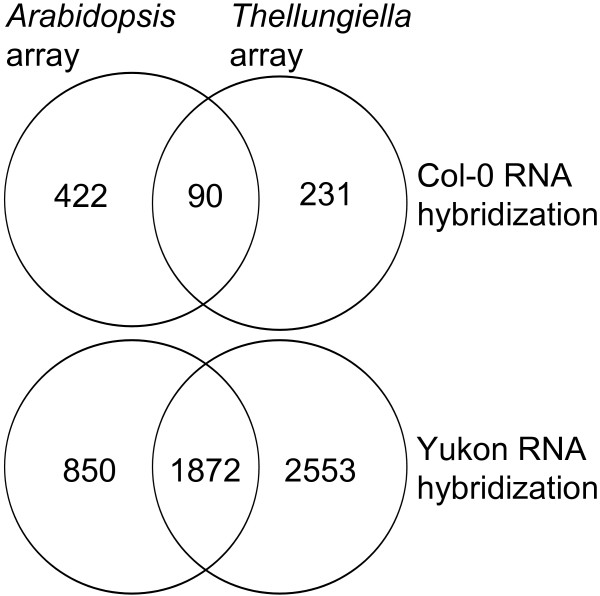
**Comparison of significant gene expression changes determined using the Agilent *Arabidopsis *or *Thellungiella salsuginea *arrays.** Venn diagrams show the overlap between genes with significant (linear model, FDR, *p* < 0.05) changes in expression detected using data from the *Arabidopsis* or *T. salsuginea* arrays hybridized with either Col-0 or Yukon RNA. To ensure valid comparisons, all *T. salsuginea* genes were matched with *Arabidopsis* genes using BLASTX.

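Across the 1777 probe pairs, the log2 fold changes of Yukon RNA on both arrays had a Pearson's r of 0.903 and a Spearman's rho of 0.897. For Col-0 RNA, r was 0.779 and rho 0.743. Both arrays of a pair had received the same RNA samples, so their fold changes share the variation between those samples, and genes are not independent replicates. Among the 182 pairs that were called on the T. salsuginea array alone and were well above background on the Arabidopsis array, the median absolute log2 fold change of Yukon RNA was 1.35 on the T. salsuginea array and 1.07 on the Arabidopsis array. The sign was the same in 177 of these pairs. These pairs had been selected by a call on the T. salsuginea array alone, and over all 1777 pairs the medians were 0.63 and 0.66.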

To facilitate data visualization and biological interpretation of array hybridization results, a *T. salsuginea* ontology/mapping file (available freely on-line at [63]) was developed by transferring the *Arabidopsis* MapMan ontology [42] to the *T. salsuginea* transcripts for use with the MapMan software [42,43].

Mapping of cold-responsive genes from same-species microarrays to the MapMan ontology showed several changes in the expression of genes related to primary and secondary metabolisms, and photosynthesis (Figure 8). The proportion of cold-responsive genes in different functional groups was tested for significant deviation from the expected value for all genes in these groups represented on the arrays. MapMan functional groups that were significantly (FDR, *p* < 0.05) under- or over-represented were identified using Fisher’s exact test with false discovery rate corrected *p*-values [64]. Many functional groups were affected for either up- or down-regulated genes in *T. salsuginea* plants cold acclimated at 4°C for two weeks (Additional file 16). 

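Functional groups were tested with 6 sets of probes whose descriptions contained keywords for the groups named in the paper, and these sets are not the MapMan bins. Descriptions of the Arabidopsis probes were taken from the array files, and the MapMan annotations that Additional file 17 gives for part of the unigenes were not used here. Each T. salsuginea probe was given the description of its best matching Arabidopsis probe, which left 2140 probes, and the same sets were tested on the 40384 described probes of the Arabidopsis array. With Fisher's exact test in both directions and Benjamini-Hochberg adjustment over the 12 tests, 4 tests had an adjusted p below 0.05 in Yukon RNA on the T. salsuginea array. On the Arabidopsis array, the number was 7 for Yukon RNA and 2 for Col-0 RNA. Counting each gene once, or scaling to the 75th percentile, moved the Yukon number on the Arabidopsis array most, to 5 tests.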

The functional groups that were most significantly affected when considering cold-repressed genes were photosynthesis (*p* = 1.49E-129), cell wall (*p* = 1.38E-26) and hormones (*p* = 4.45E-15). 

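In Yukon RNA on the T. salsuginea array, 34 of 101 light reaction probes were called lower in cold acclimated plants (33.7%, against 17.4% of the other described probes; Fisher's exact test, adjusted p = 0.000647). The cell wall set had 22 of 49 probes called lower (44.9%, adjusted p = 0.000107 in the same exact test), and the hormone set 14 of 30 (46.7%, adjusted p = 0.000880). No light reaction probe was called higher (0 of 101, against 11.3% of the other described probes, adjusted p = 0.000107). In the same RNA on the Arabidopsis array, 61 of 204 light reaction probes (29.9%, adjusted p = 1.46e-30), 89 of 607 cell wall probes (14.7%, adjusted p = 4.05e-20) and 37 of 409 hormone probes (9.05%, adjusted p = 0.000771) were called lower. Gene set tests on all fold changes of the T. salsuginea array gave lower values in cold acclimated plants for these 3 sets, with adjusted p of 6.37e-07, 0.00294 and 0.0446 in limma's camera and 0.00638, 0.00127 and 0.00638 in limma's fry. On the Arabidopsis array, the light reaction and cell wall sets were also lower by camera and fry (adjusted p below 0.05). The hormone set there (median -0.02, 213 of 408 negative) had an adjusted p of 0.221 in camera and 0.000785 in fry. The strongest decrease among called light reaction probes, -4.25 (standard error 0.21, limma adjusted p = 7.10e-05), belonged to unigene cluster72, whose probe best matches the Arabidopsis probe for a photosystem II 5 kD protein (At1g51400).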

The most affected functional groups for cold-induced genes were glycolysis (*p* = 4.45E-12), stress (*p* = 6.16E-12) and biodegradation of xenobiotics (*p* = 1.58E-7). 

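Of 16 glycolysis probes on the T. salsuginea array, 3 were called higher and 3 lower in cold acclimated Yukon plants, and neither number differed from the other described probes (adjusted p above 0.05 in Fisher's exact test). Over all fold changes of this set (median 0.41, 5 of 16 negative), the adjusted p toward higher values was 0.00753 in limma's fry and 0.185 in limma's camera. Only 1 of 4 xenobiotics probes was called higher. On the Arabidopsis array, the same RNA gave 12 of 135 glycolysis probes called higher (8.89%, adjusted p = 0.0112) and 19 called lower (14.1%, adjusted p = 0.000103, Fisher's exact test). The adjusted p for the higher calls lay between 0.00342 and 0.438 over 5 alternatives and was above 0.05 with the replicate block, with 75th percentile scaling and with only probes well above background as the comparison. On this array, 3 of 21 xenobiotics probes were called higher (14.3%, adjusted p = 0.0694 in Fisher's exact test). Over all fold changes of this set (median 0.28, 8 of 21 negative), the adjusted p toward higher values was 0.0268 in limma's fry and 0.0950 in limma's camera. The sets of T. salsuginea probes with a matched description were small, so that differences of this size could not be excluded with them.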

The genes in the stress bin include 26 genes classified into the sub-bin stress.abiotic.cold (*p* = 4.45E-12). These results suggest that the newly designed *T. salsuginea* array reliably detected genes or pathways that were known to be differentially affected on the transcript level in *Arabidopsis* during plant cold acclimation [18,65-69].

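Of 3 cold stress probes on the T. salsuginea array, 2 were called higher in cold acclimated Yukon plants (adjusted p = 0.0770, Fisher's exact test; 0.0227 in limma's camera and 0.00129 in limma's fry over the fold changes of the set). Both best matched the Arabidopsis probe for COR47, with log2 fold changes of 4.89 (standard error 0.25) and 4.34 (standard error 0.41). On the Arabidopsis array, 5 of 23 cold stress probes were called higher for Yukon RNA (21.7%, adjusted p = 0.00397 in the same exact test) and 2 of 23 for Col-0 RNA (8.70%, adjusted p = 0.0204). The Yukon result kept its side of the threshold in 4 of 5 alternatives. It was lost with each gene counted once (3 of 17, adjusted p = 0.0680 in the same exact test). The paired Col-0 model with the replicate number as a block, which left fewer residual degrees of freedom, called no probe at all (0 in limma). LTI30 (At3g50970), the Col-0 cold stress probe with the largest change, rose by 5.87 (standard error 0.32, limma adjusted p = 0.0393), and its adjusted p rose to 0.200 at most in fits with 4 of the 5 arrays.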

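Across the 1777 probe pairs, the log2 fold changes of Yukon RNA on the T. salsuginea array and of Col-0 RNA on the Arabidopsis array had a Pearson's r of 0.598 and a Spearman's rho of 0.544. Of the 528 pairs called in Yukon RNA, 452 (85.6%) changed in the same direction in Col-0 RNA, with a median absolute log2 fold change of 1.61 in Yukon and 0.95 in Col-0. From the functional groups affected, the paper proposes that the new array reliably detects genes and pathways known to respond to cold acclimation in Arabidopsis.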

**Figure 8:**
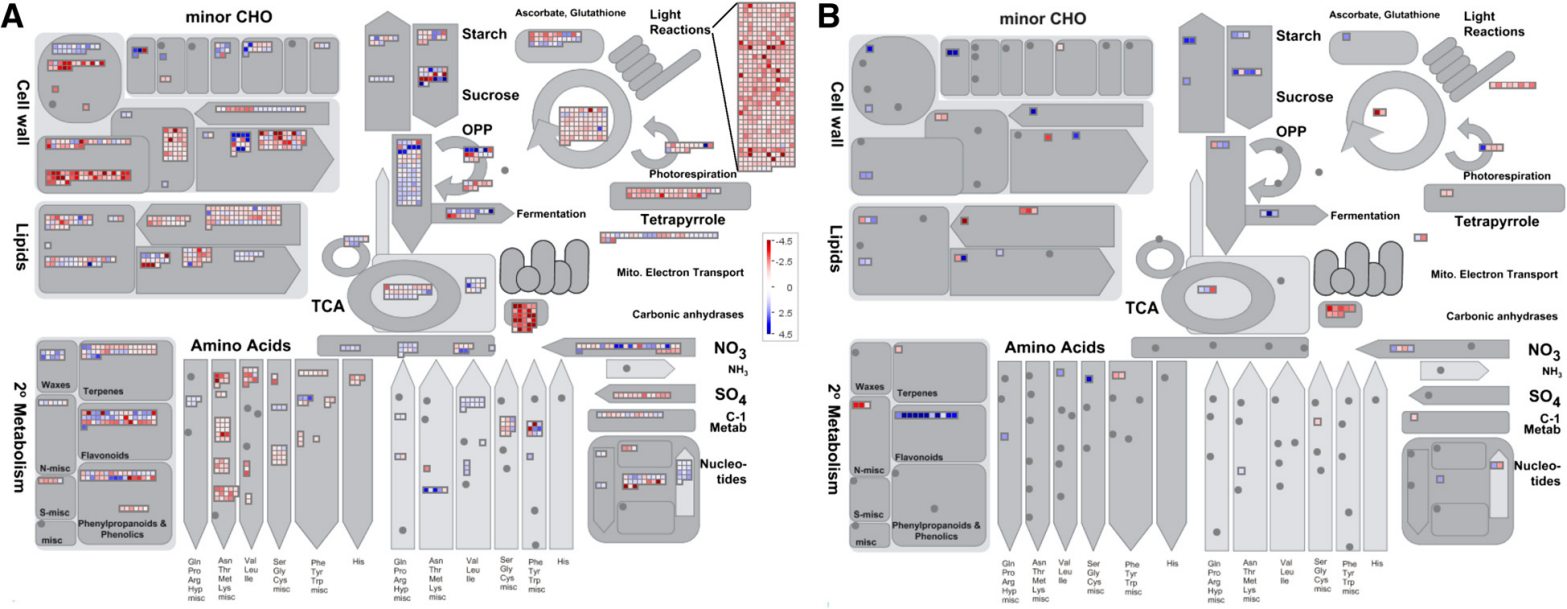
**An overview of cold responsive genes annotated in MapMan functional groups for primary and secondary metabolism.** Comparison of **(A)***T. salsuginea* and **(B)***Arabidopsis* genes encoding proteins involved in primary and secondary metabolisms. Samples derived from *T. salsuginea* Yukon were hybridized against *T. salsuginea* arrays, samples derived from *Arabidopsis* Col-0 to *Arabidopsis* arrays. Differential gene expression was determined in response to 14 days of cold acclimation at 4°C. Significance of expression changes was determined with a threshold of p < 0.05 after false discovery correction by fitting the data to a linear model. Blue indicates significantly up-regulated and red significantly down-regulated genes. Note the large difference in the number of regulated genes in the light reactions bin between the two species.

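On the Arabidopsis array, 61 of the 204 light reaction probes were called lower and 1 higher in Yukon RNA, while limma called 0 in Col-0 RNA. The median log2 fold change of the set was -0.68 in Yukon and -0.72 in Col-0, and 158 and 166 of the 204 probes had negative values. In Col-0 RNA, the adjusted p of the set toward lower values was 7.38e-13 in limma's camera and 0.0154 in limma's fry. In Yukon RNA, it was 1.34e-13 and 0.000865 in the same tests. With 75th percentile scaling, the medians were -0.99 and -1.22 over the probes with complete values, while the medians of all probes shifted to -0.65 and -0.19. In 51 light reaction probe pairs, each RNA on its own array type, the median was -0.81 in Yukon and -0.76 in Col-0. The difference between the species was tested as an interaction in limma and was called in 4 of the 51 pairs, each with the more negative change in Yukon. Over all 1777 pairs, 188 differed by this test, 65 with the more positive and 123 with the more negative change in Yukon. This model had no replicate block, and with the Col-0 replicate number as a block, added after the data were seen, 300 pairs and 6 of the 51 differed. Under normal-exponential background correction, 7 of the 204 light reaction probes were called lower in Col-0 RNA (3.43%).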

## Discussion

*T. salsuginea* has many features similar to *Arabidopsis* and is in addition considered an “extremophile” with a higher tolerance to various abiotic stresses and has therefore been proposed as an alternative model species to *Arabidopsis*[9]. While the genomes of *T. salsuginea* and of the related species *T. parvula* have recently been sequenced [11-13], genome annotation is still far from complete and, due to the low number of ESTs available, evidence for transcriptional activity is also scarce for most genes. In addition, the effective use of *T. salsuginea* for functional genomics investigations of mechanisms of plant abiotic stress tolerance is severely hampered by a lack of affordable tools for genome-wide gene expression studies. We therefore used next generation sequencing to obtain comprehensive information about the *T. salsuginea* transcriptome and used this information for gene annotation and the development of a dedicated microarray for global expression studies. To cover the transcriptome as fully as possible, we performed 454 pyrosequencing on ESTs generated from both a non-normalized and a normalized library synthesized from RNA samples pooled from a wide range of plant samples from different developmental stages and from plants grown under different abiotic stress conditions. Although the number of reads obtained from the normalized library was only about half of that obtained from the non-normalized library, both libraries yielded a large number of unique sequences that were not detected in the other library, indicating that sequencing of normalized and non-normalized libraries is necessary to obtain optimal coverage of a transcriptome.

A combination of 44,551 publicly available ESTs and more than 1 million new sequence reads were assembled into 42,810 contigs for the prediction of gene functions. Of these contigs, 33,147 were novel because they were not covered by publicly available *T. salsuginea* ESTs. In total, the number of publicly available *T. salsuginea* unigenes increased more than 3-fold (from 13,073 to 42,810) with the present study. The number of genes estimated from the two draft genomes of *T. salsuginea* is 29,509 [11] and 26,351 [12], while the draft genome of *T. parvula* contains 30,419 genes [13]. This suggests that the unigenes identified in this study represent a comprehensive *T. salsuginea* transcriptome. The average contig/unigene length in our assembly is 567 bp, which is shorter than the length of the predicted Shandong gene models (1,224 bp; [12]). The likely reason for this discrepancy is the fragmentation procedure necessary for the construction of normalized cDNA libraries. Nevertheless, more than 50% of our unigenes are full length (21,228 out of 42,810) based on the BLASTN alignment (E-value < 10^-10^ and query coverage > 90% in relation to Shandong gene models). In addition, 87.5% of our unigenes (37,447 out of 42,810) were mapped to Shandong gene models and 94.6% (40,480 out of 42,810) were mapped to the Shandong genomic sequence [12]. These results indicate that most of our sequence assembly is correct based on its high similarity to a closely related accession.

Many SNPs were found between our Yukon unigenes and the Shandong gene models [12] when the Yukon unigenes were aligned with the reference Shandong gene models (Table 3, Additional file 1). The significance of the putative SNPs in the context of abiotic stress tolerance or other phenotypic variation between the Yukon and Shandong accessions remains to be determined.

Based on the MapMan ontology [42,43], functional annotation of both *T. salsuginea* unigenes and *Arabidopsis* genes revealed similar proportions of genes in each functional group, with the exception of genes annotated as encoding proteins with a function in photosynthesis, which were more abundant in *T. salsuginea*, and genes encoding proteins annotated as functioning in DNA metabolism, which were less abundant. A similar observation was also made when we identified 12,272 Yukon unigenes that were likely derived from gene duplication events relative to Shandong gene models (Additional file 17). These duplicated unigenes map for most of their length (coverage > 90%) over Shandong genes and are significantly enriched for functional categories of protein synthesis, lipid metabolism, photosynthesis and abiotic/biotic stress (Table 2). The higher abundance of photosynthesis-related genes, together with the large number of such genes that were found to be regulated during cold acclimation in the microarray study, may be related to the importance of an effective regulation of photosynthesis for the abiotic stress tolerance of plants to sustain growth and avoid oxidative damage (see [70] for a review).

The percentage of genes in different functional groups in *T. salsuginea* that were predicted to be targeted by miRNAs was generally lower than the corresponding percentage in *Arabidopsis*, except for target functions related to protein metabolism and mitochondrial electron transport, where *T. salsuginea* showed much higher proportions. Whether any of the relevant miRNAs play a role in abiotic stress tolerance, however, remains to be investigated. In addition, some genes encoding LEA proteins were present in higher copy numbers of orthologous genes in the *T. salsuginea* than in the *Arabidopsis* genome. This is in agreement with the observed higher frequency of gene duplications in the *T. salsuginea*[11] and *T. parvula* genomes [13]. This may suggest that both *Thellungiella* species retained a higher fraction of duplicated genes since the last whole genome duplication event [71,72] or after tandem duplications that diverged in function (neofunctionalization; [73]) as an adaptive strategy to survive in habitats with harsher environmental stress conditions than *Arabidopsis*[74].

On the other hand, the analysis of PP2C, PTP(DSP) and MAPK(K) in *T. salsuginea, T. parvula* and *A. thaliana* indicated very similar numbers of putative genes and proteins of these families in all three species. This may indicate that the retention of duplicated genes was highly selective, a hypothesis that was also put forward in the most recent *T. salsuginea* genome sequencing study [12].

The assembled unigenes were used for the construction of a 44 K Agilent microarray that showed superior specificity for *T. salsuginea* compared to *Arabidopsis* samples, high reproducibility and the ability to detect the complex cold-acclimation induced changes in transcript abundance. In addition, it showed interesting differences in the cold regulated transcript patterns between *Arabidopsis* and *T. salsuginea*. Interestingly, a previous paper provided evidence for possible differences in the metabolic adaptation strategies of the two species [6], based on targeted biochemical measurements of compatible solutes. In the future, the availability of microarrays will allow us to investigate such differences in adaptation strategies at the functional genomics level.

The *T. salsuginea* microarray consists of 43,800 oligonucleotide probes representing 41,563 unigenes. Based on a BLASTN search of all unigenes against the *T. salsuginea* genomic contig sequences [11], 37,622 *T. salsuginea* unigenes were aligned to the published genome sequence. The remaining 5,188 unigenes showed no significant BLAST hits and filtering out unigenes that were not represented on the array still left 4,092 unigenes that had produced above-background signal intensities in the hybridization experiments performed during the pre-selection procedure. Likely reasons for this discrepancy are that approximately 10% of the genome have not been sequenced yet [11], that the corresponding transcripts are encoded by genes that consist of short exons and long introns that may result in low BLASTN hit score values, or that these unigenes have relatively high sequencing or sequence assembly errors. The latter point may have resulted in the relatively high fraction of 71% (2,942 out of 4,092) among these unigenes that were annotated as having an unknown function, while for the whole unigene set this fraction was about 50%.

To assess whether the use of a dedicated *T. salsuginea* microarray really yields data of a higher quality than cross-species hybridization on an *Arabidopsi*s array from the same manufacturer, we hybridized identical samples from either non- or cold-acclimated plants on same-species *T. salsuginea* and cross-species *Arabidopsis* arrays. In the reciprocal experiment, *Arabidopsis* samples were also hybridized to the same set of arrays. The results demonstrated the expected bimodal signal distribution [61,62]. However, only signals obtained from same-species array hybridizations showed a distribution consistent with a high proportion of specific hybridization reactions and a low proportion of non-specific hybridizations and noise. In fact, using the 25-mer oligonucleotide-based Affymetrix GeneChip ATH1, only 20% of the probes produced signals significantly above background with *T. salsuginea* samples [17]. In contrast, using longer oligonucleotide probes (70-mer) showed that approximately 80% of the probes on the *Arabidopsis* microarray [75] yielded significant signals after hybridization with *T. salsuginea* samples. However, the detection of differentially expressed *T. salsuginea* genes was limited to *Arabidopsis* homologs with an overall sequence identity of 92-95% with this type of array [2]. Obviously, the expression of *T. salsuginea*-specific unigenes could not be detected using *Arabidopsis*-based arrays and approximately 58% (2,553 out of 4,425) of the cold-responsive genes detected using the same-species array were not identified as differentially expressed from the *Arabidopsis* array, further stressing the need for a dedicated *T. salsuginea* microarray for the reliable identification of stress-regulated genes at the genomic level.

One of the challenges faced when using microarrays is to visualize the expression data in an efficient way [76]. To make the *T. salsuginea* microarray as useful as possible for the research community, we adapted the MapMan visualization [43,77] and the Robin [78] and mefisto statistical analysis tools to *T. salsuginea* by designing a mapping file for the annotated unigenes by transfer into the MapMan ontology [42]. To validate its performance, the *T. salsuginea* microarray was used to identify cold-responsive genes in comparison to *Arabidopsis*. The results were visualized using the MapMan tool. Further functional analysis was provided by statistical tests for the significant under- or over-represention of cold regulated genes in different functional groups. These results demonstrate that the newly designed *T. salsuginea* microarray reliably detects genes and pathways that are known to be differentially affected during cold acclimation in *Arabidopsis* and other plants. We are currently using the *T. salsuginea* array to investigate the cold and salt responsiveness of the *T. salsuginea* transcriptomes in the diverse set of accessions from all three Thellungiella species recently described [6].

## Conclusions

While model species such as *Arabidopsis* are valuable tools to study many important traits in plants, additional models are needed to investigate the adaptation mechanisms to more extreme environmental conditions. *T. salsuginea* is such an emerging model species and the present study provides the first comprehensive transcriptome information for this species. The large number of additional publicly available unigene sequences will greatly facilitate genome annotation. In addition, the newly designed and validated genome-wide microarray for *T. salsuginea*, which will be commercially available, will be an important tool for future functional genomics investigations of plant stress tolerance. Also, we hope that the approaches developed in this study will help in the establishment of similar genomic tools for other non-model species with interesting physiological and ecological traits.

## Methods

### Plant material and abiotic stress treatments

Seeds of the *Thellungiella salsuginea* ((Pallas) O.E. Schulz) (*Eutrema salsugineum*) accession Yukon were kindly provided by Prof. Ray A. Bressan (Purdue University, West Lafayette, IN). For transcriptome sequencing, plants were either grown in soil or hydroponically under non-sterile conditions in a greenhouse at 16-h day length with light supplementation to reach at least 200 μE m^-2^ s^-1^ and a temperature of 20°C during the day, 18°C during the night. The nutrient solution for hydroponically-grown plants contained 1 mM MgSO_4,_ 1 mM KH_2_PO_4_, 1 mM NH_4_NO_3_, 0.5 mM CaCl_2_, 0.1 mM FeNA-EDTA, 25 mM NaCl, 0.1 mM H_3_BO_3_, 1.5 μM CuSO_4_, 50 μm KCl, 10 μm MnSO_4_, 0.075 μM Na_2_MoO_4_, 0.1 mM Na_2_O_3_Si, and 2 μM ZnSO_4_. Six-week-old soil-grown and five-week-old hydroponically-grown plants were treated for 24 h or 2 weeks at 4°C in a growth cabinet at 16 h day length with 90 μE m^-2^ s^-1^, or stressed with 200 mM NaCl solution by irrigation or supplementation of the nutrient solution. For drought treatment, water was withheld from soil-grown plants for 5 days (mild drought with slight curling of leaves) or 10 days (severe drought with strong curling of leaves). Shoots and roots were collected from soil- and hydroponically-grown plants, except for soil-grown roots after stress treatments. In addition, rosette leaves, cauline leaves, opened flowers and siliques were collected from control plants grown in soil or hydroponically. For all samples, material from 5 to 10 individual plants was pooled. All samples were immediately frozen in liquid nitrogen and stored at −80°C.

For the microarray experiments, *T. salsuginea* seeds were sown in soil and exposed to 4°C under the conditions described above for one week to promote germination. Seedlings were transferred to a greenhouse as above for 8 weeks (nonacclimated plants). For cold acclimation, plants were transferred to a 4°C growth cabinet under the conditions described above for an additional 14 days [6]. *Arabidopsis* plants were grown and acclimated under identical conditions [79,80], but were grown under nonacclimating conditions for 6 weeks to reach the same developmental state [6].

### RNA isolation, library construction and sequencing

Total RNA was isolated and on-column DNA digestion was performed with the RNeasy Plant mini kit (Qiagen, Hilden, Germany) according to the manufacturer’s protocol. Equal amounts of RNA from 23 individual samples obtained as described above were pooled and cDNA was synthesized with the Mint-Universal kit (Evrogen, Moscow, Russia). Half of the cDNA was normalized to equalize the abundance of transcripts by using the duplex-specific nuclease normalization approach [81] with the TRIMMER-DIRECT cDNA normalization kit (Evrogen) according to the manufacturer’s protocol. The cDNA in both libraries was size-fractionated using Chroma Spin-1000 columns (Clontech, Mountainview, CA). 454 libraries were constructed using custom-made adapters with MIDs (Multiplex Identifiers) following the Roche Technical Bulletin TCB 09004, introducing *Sfi*I-sites for creating directed sequencing libraries. The 454 libraries were immobilized on beads and clonally amplified using the GS FLX Titanium LV emPCR Kit (Lib-L) (Roche, Basel, Switzerland). The libraries were then sequenced using the GS FLX Titanium Sequencing Kit XLR70 (Roche) and GS FLX Titanium PicoTiterPlate Kit (Roche) according to the manufacturer’s protocols.

### Transcriptome assembly and annotation

Adapter and polyA sequences were removed from the data with the SFF Tools of the Genome Sequencer FLX System software package 2.3 (Roche) and the cross_match (http://www.phrap.org) algorithm. The clipped reads were pre-checked for contamination by non-plant sequences using BLAST [82] searches in the NCBI database of non-redundant sequences (nr; updated at 12-02-2010) with an E-value threshold of 10^-10^. All reads matching as best hit a sequence originating from an organism outside the Streptophyta phylum were considered “contaminant”. These reads were a minor part of the population and were thus included during the assembly process, but contigs including them were marked as “contaminant contigs”. The assembly was conducted using the MIRA assembler program version 3.1.15 [36] with default settings and the 454 reads from the normalized, the non-normalized and the combined libraries. To improve the accuracy of sequence assembly, we downloaded the 44,551 publicly available *T. halophila* and *T. salsuginea* ESTs from GenBank, NCBI (as of April 19, 2010) and included them in all assemblies. Reads not alignining to any other read (singletons) were not included in the final contig population. Average contig coverage was calculated as the mean number of reads per base per contig. The N50 was calculated as the contig length above which 50% of the sequence information is contained, i.e. 50% of the nucleotides in the output are contained in contigs of length N50 or longer.

All contigs were checked for presence of open reading frames (ORFs) as previously described [83]. To assess the completeness of the transcriptome assemblies and the degree of overlap between *T. salsuginea* and *Arabidopsis*, we used BLASTX to align the contig sequences to the 27,739 *Arabidopsis* Information Resource (TAIR9; [84]) peptide sequences [85]. We calculated the percentage of *Arabidopsis* proteins matching *T. salsuginea* contigs with a loose threshold to account for interspecies variation (E-value < 10^-3^). All following steps were conducted on the assembly based on the combined library only. Since the population of plants used for RNA extraction was not homozygous, SNPs generated several nearly identical contigs. We aligned each contig to all contigs in the population via BLAST, to identify clusters of contigs matching each other with a sequence coverage and identity higher than 99%. A multiple alignment was produced for each cluster using MUSCLE [86]. Consensus sequences for each cluster were extracted from the multiple alignments using the *consambig* tool from the EMBOSS suite [87]. Where disagreeing base pairs were found, the resulting cluster sequence was dubbed using the International Union of Pure and Applied Chemistry (IUPAC) code for nucleotide ambiguity.

Functional classification of the putative transcripts was performed using the Mercator pipeline [41]. Mercator aligns all sequences against five different databases: TAIR9 proteins [85], SwissProt/Uniprot plant proteins (PPAP) [88], Conserved Domain Database (CDD) [89], Clusters of Orthologous Groups (COG) [90], and InterProScan [91] and subsequently computes preliminary MapMan bin [43] codes/ontology based on manually curated reference classifications using a majority vote scheme. The programs used to perform the searches were RPSBLAST [92] for CDD and COG and BLASTX [82] for TAIR9 and PPAP. Hits with bit scores lower than 50 were ignored as not significantly similar. The sequencing procedure does not guarantee that the orientation of the original mRNAs is kept. Hence any of the 42,810 transcripts can be either 5″-3′ or 3′-5′ oriented. To unify the orientation, we used the protein models present in the NCBI nr database and, where available, we used the best BLAST hit (E-value < 10^-3^) to define the orientation of the transcript.

To estimate the number of *T. salsuginea* unigenes that were orthologs of *Arabidopsis* or *T. parvula* genes, we used BLASTX to search the unigenes with a stringent threshold (E-value < 10^-10^) against *Arabdopsis* TAIR10 database or coding sequence of *T. parvula* genome assembly version 2 [13]. To estimate the number of *T. salsuginea* unigenes/transcripts that were derived from the *T. salsuginea* genome, we used BLASTN to search the unigenes with a stringent threshold (E-value < 10^-50^) against the *T. salsuginea* genome assembly [11]. In addition, we took advantage of the recently published gene models of the Shandong accession of *T. salsuginea* (*Eutrema salsugineum*) [12] by comparing them to the unigenes from the Yukon accession used in our study, using BLASTN with an E-value < 10^-10^. We estimated the full length genes of Yukon by aligning the unigene sequences with Shandong gene models using BLASTN (E-value < 10^-10^) and > 90% coverage of the aligned query region with the nucleotide sequence length of the published gene models (query coverage). An estimate of single nucleotide variation between Shandong gene models and Yukon unigenes was obtained using VarScan version 2.3.5 with default parameters [37] with Shandong gene models [12] as reference sequences. Ambiguous single nucleotide variations (more than one nucleotide variation at a given nucleotide position) were filtered out.

Orthologs were identified to determine duplicated genes among Yukon unigenes relative to Shandong gene models based on BLASTN analysis (E-value < 10^-10^) and aligned query coverage > 90% compared to Shandong gene models.

All *T. salsuginea* contigs were searched by BLASTN against the complete set of miRNA precursor transcripts from the plant miRNA database [93] with an E-value < 10^-10^. The functions of the predicted miRNAs were inferred from the target transcripts that were extracted based on the tables provided as search results [48].These inferred functions were classified based on MapMan ontology. Bincodes were truncated at the primary level of the hierarchy. We aslo performed a similar miRNA prediction of *Arabidopsis* TAIR9 transcripts and classified their functions based on MapMan ontology with identical search parameter settings.

PP2C/DSP/PTP/MAPK or MAPKK protein sequences derived from the *A. thaliana*, *T. parvula* and *T. salsuginea* genomes (http://www.arabidopsis.org/, [11,13]) were compared to *T. salsuginea* unigenes using BLASTN (e < 10^-20^). BLASTX (e < 10^-60^) scans were performed using putative *T. salsuginea* protein models to verify BLASTN hits [94]. Unigenes were translated according to BLASTX results. Individual *T. salsuginea* putative MAPKK, MAPK, PP2C, DSP and PTP proteins were designated according to the corresponding orthologous protein annotations in *Arabidopsis*. Multiple alignments of *Arabidopsis* and *T. salsuginea* putative PP2Cs, PTPs, DSPs, MAPKKs and MAPKs were performed using MUSCLE [86,95] and were edited manually afterwards. Unrooted phylogenetic trees were computed with UGENE [96] using a JTT model with standard parameters (gamma distribution and a coefficient of variation of substitution rates among sites of 0.5).

Genes encoding putative LEA proteins of *T. salsuginea* were identified based on reciprocal BLASTX (E < 10^-10^) searches of the 51 *Arabidopsis* LEA genes [58] against all *T. salsuginea* unigenes. All resulting LEA proteins were aligned using ClustalW and an unrooted dendogram was drawn [97]. GRAVY (grand average of hydropathy) values were determined using protparam [98]. Subcellular localization was predicted from protein sequence analysis using TargetP [99].

### Microarray design and hybridization

We designed a *T. salsuginea* microarray based on the custom gene expression 4 × 44 K platform from Agilent, consisting of four arrays per slide with 45,220 features, 43,803 of which are user-defined 60-mer oligonucleotide probes. Probes and microarrays were designed by imaGenes GmbH (Berlin, Germany). Briefly, 415,000 oligonucleotide probes were designed from the 42,810 contig sequences and printed as 2 × 400 K arrays. The same pooled RNA that was used for the sequencing libraries was used for the synthesis of Cy3-labeled cRNA that was hybridized to one of these arrays. Genomic DNA was extracted from rosette leaves of 6-week-old *T. salsuginea* plants using the DNeasy mini kit (Qiagen). Fragmented and labeled genomic DNA was hybridized to the other 400 K array. The 43,800 best-performing probes were selected and submitted to Agilent eArray platform to fabricate 4 × 44 K arrays. The arrays are commercially available from Agilent [60] with the design number 031554.

### Microarray data analysis

The feature extraction files were analyzed using the Limma bioconductor package implemented in the Robin/RobiNA tool [78,100]. Background signals were subtracted and values were quantile-normalized before a linear model was fitted for statistical testing of differential expression. Transcripts showing a log_2_ fold change ≥ 1 or ≤ −1 with a *p*-value below 0.05 after false discovery rate correction [64] in the contrast between cold acclimated and nonacclimated samples were accepted as significantly changed. 

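The mean Pearson's r of Col-0 non-acclimated replicate 1 with the other two non-acclimated arrays on the Arabidopsis array was 0.949, against 0.963 and 0.960 for replicates 2 and 3. Among the cold acclimated Col-0 arrays it was 0.960 for replicate 1 and 0.971 and 0.973 for replicates 2 and 3. Replicate 1 of both treatments was scanned in session 2 and the others in session 1. Differential expression of Col-0 RNA on the Arabidopsis array was tested with 3 cold acclimated and 2 non-acclimated arrays. Of the 187 probes called with the array left out, 74 were among the 194 called with it included. A model with the scan session as a block and all 6 arrays, chosen after the data were seen, called 2005 probes, 152 of which belonged to the 187.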

Non-acclimated replicate 1 of Col-0 hybridized to the *Arabidopsis* array was an outlier and was excluded from the analysis of differential gene expression. Otherwise, all RNA samples were included in all analyses. Statistical comparisons of functional groups of cold-responsive genes were made against all genes in a particular group represented on the array using Fisher’s exact test implemented in the mefisto software [101]. Significantly regulated genes were considered as significantly over- or under-represented in a MapMan functional group at *p* < 0.05 after false discovery rate correction [64]. Microsoft Excel 2010 and the R software [102] were used to perform general analyses.

### Availability of supporting data

The 454 reads for *Thellungiella salsuginea* reported here have been submitted to NCBI sequence read archive (SRA, http://www.ncbi.nlm.nih.gov/sra) under the accession numbers SRX197603 and SRX197604. Microarray hybridization results are available at GEO (http://www.ncbi.nlm.nih.gov/geo) under the accession number GSE42156.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

YPL and SK performed the experiments, YPL, RR and DKH designed the project, YPL, FMG, ML, KK, BU and IM performed data analysis and provided bioinformatic tools, YPL and DKH drafted the manuscript, all authors participated in manuscript writing. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **A list of non-ambiguous single nucleotide variations identified between Shandong gene models [**[12]**] and Yukon unigenes using VarScan [**[37]**].** Click here for file

Additional file 2 ***Arabidopsis *** **MAPK and MAPKK genes and the corresponding *T. salsuginea *** **contigs.** The indicated groups refer to the *Arabidopsis* MAPK and MAPKK protein nomenclature [103]. Click here for file

Additional file 3 ***Arabidopsis *** **PP2C genes and the corresponding *T. salsuginea *** **contigs.** The indicated clusters refer to the *Arabidopsis* PP2C protein nomenclature [52] and the phylogenetic tree shown in Additional file 5. Click here for file

Additional file 4 ***Arabidopsis *** **PTP and DSP genes and the corresponding *T. salsuginea *** **contigs.** Click here for file

Additional file 5 **Unrooted phylogenetic tree of all *Arabidopsis *** **and *T. salsuginea *** **PP2C proteins shown in Additional file****3****.** Click here for file

Additional file 6 **Unrooted phylogenetic tree of all *Arabidopsis *** **and *T. salsuginea *** **PTP and DSP proteins shown in Additional file****4****.** Click here for file

Additional file 7 **Unrooted phylogenetic tree of all *Arabidopsis *** **and *T. salsuginea *** **MAPK and MAPKK proteins shown in Additional file****2****.** The indicated groups refer to the *Arabidopsis* MAPK and MAPKK protein nomenclature [103]. Click here for file

Additional file 8 **List of all genes encoding MAPK, MAPKK, PP2C, PTP and DSP proteins in *Arabidospis *** **and of all putative genes encoding orthologous proteins in *Thellungiella salsuginea.*** The table contains the gene identifiers, the number of encoded amino acids for each gene and the derived protein sequences. Click here for file

Additional file 9 **List of all genes encoding LEA proteins in *Arabidospis *** **and of all putative genes encoding orthologous LEA proteins in *T. salsuginea.*** The table contains the gene identifiers, the number of encoded amino acids for each gene and the derived protein sequences. Click here for file

Additional file 10 **Unrooted dendogram of all *Arabidopsis *** **and *T. salsuginea *** **LEA proteins.** The sequence numbers and their corresponding protein sequences are listed in Additional file 9. Click here for file

Additional file 11 **Assignment of putative *T. salsuginea *** **LEA proteins to different protein family domains based on multiple sequence alignment and phylogeny analyses of putative *T. salsuginea *** **and known *Arabidopsis *** **LEA proteins.** Click here for file

Additional file 12 **Characteristics of *T. salsuginea *** **LEA proteins.** Click here for file

Additional file 13 Reproducibility of signal intensities of all hybridized probes among biological replicates of non-acclimated (NA) and cold acclimated leaf samples (ACC). Click here for file

Additional file 14 **Correlation of fold change of different probes designed from the same contigs.** Log_2_-transformed fold change of mean signal intensities for 2,237 probe pairs from the same contigs for the three biological replicates. Click here for file

Additional file 15 **Number of probes identified from the reciprocal hybridization of RNA samples derived from non-acclimated or cold acclimated leaves to *Arabidopsis *** **and *T. salsuginea *** **arrays.** Click here for file

Additional file 16 Statistical analysis showing over- and under-representation of MapMan functional groups among significantly cold regulated genes. Click here for file

Additional file 17 **List of putative duplicated Yukon unigenes with respect to Shandong gene models.** The annotations provided are derived from Mercator and Mapman software (Yukon unigenes) and from the Phytozome annotation (Shandong gene models). Click here for file

# Supplementary material for: Transcriptome sequencing and microarray design for functional genomics in the extremophile Arabidopsis relative Thellungiella salsuginea (Eutrema salsugineum)
**Source:** BMC Genomics. 2013 Nov 14;14:793. doi: 10.1186/1471-2164-14-793
**Supplement:** Additional file 2 — Arabidopsis MAPK and MAPKK genes and the corresponding T. salsuginea contigs. The indicated groups refer to the Arabidopsis MAPK and MAPKK protein nomenclature [103].

**Additional file 2.**

| AGI       | MAPK    | Contigs                                                        |   |
|-----------|---------|----------------------------------------------------------------|---|
| AT3G45640 | ATMPK3  | thellun_all_c7986; thellun_all_c29917                          | A |
| AT2G43790 | ATMPK6  | thellun_all_c38895; thellun_all_c17154                         |   |
| AT4G01370 | ATMPK4  | thellun_all_c8037; thellun_all_c7456                           | B |
| AT4G11330 | ATMPK5  | thellun_all_c37344                                             |   |
| AT2G46070 | ATMPK12 | thellun_all_c28023                                             |   |
| AT1G10210 | ATMPK1  | thellun_all_rep_c12627                                         | C |
| AT1G59580 | ATMPK2  | thellun_all_c16994; thellun_all_c43504                         |   |
| AT2G18170 | ATMPK7  | thellun_all_rep_c16551; thellun_all_rep_c39120                 |   |
| AT1G18150 | ATMPK8  | thellun_all_rep_c15999; thellun_all_c29966                     | D |
| AT2G01450 | ATMPK17 | thellun_all_c22266; thellun_all_c5989; thellun_all_c22856      |   |
| AT1G53510 | ATMPK18 | thellun_all_c12164; thellun_all_c25005; thellun_all_c28956     |   |
| AT3G14720 | ATMPK19 | thellun_all_c34090; thellun_all_c33231; thellun_all_rep_c27519 |   |
| AT2G42880 | ATMPK20 | thellun_all_c7287                                              |   |

| AGI       | MAPKK  | Contigs                                |   |
|-----------|--------|----------------------------------------|---|
| AT4G26070 | ATMKK1 | thellun_all_c26223                     | A |
| AT4G29810 | ATMKK2 | thellun_all_c14205; thellun_all_c31759 |   |
| AT5G40440 | ATMKK3 | thellun_all_c19964                     | B |
| AT1G51660 | ATMKK4 | thellun_all_c13244; thellun_all_c21648 | C |
| AT3G21220 | ATMKK5 | thellun_all_c12458                     |   |
| AT1G73500 | ATMKK9 | thellun_all_rep_c5758                  | D |

# Supplementary material for: Transcriptome sequencing and microarray design for functional genomics in the extremophile Arabidopsis relative Thellungiella salsuginea (Eutrema salsugineum)
**Source:** BMC Genomics. 2013 Nov 14;14:793. doi: 10.1186/1471-2164-14-793
**Supplement:** Additional file 3 — Arabidopsis PP2C genes and the corresponding T. salsuginea contigs. The indicated clusters refer to the Arabidopsis PP2C protein nomenclature [52] and the phylogenetic tree shown in Additional file 5.

### Additional file 3

| PP2C      | Contigs                                                                                                                                                      |   |
|-----------|--------------------------------------------------------------------------------------------------------------------------------------------------------------|---|
| AT1G17550 | thellun_all_c15240; thellun_all_c8281                                                                                                                        | A |
| AT1G72770 | thellun_all_c42497; thellun_all_c35551; thellun_all_c35976; thellun_all_c12890                                                                               |   |
| AT4G26080 | thellun_all_c5358; thellun_all_rep_c30083; thellun_all_rep_c46466; thellun_all_rep_c46546; thellun_all_rep_c47056; thellun_all_rep_c2155; thellun_all_c10510 |   |
| AT5G57050 | thellun_all_c7659                                                                                                                                            |   |
| AT5G59220 | thellun_all_c10441; thellun_all_c39203                                                                                                                       |   |
| AT1G67820 | thellun_all_c29263; thellun_all_c11178                                                                                                                       | B |
| AT2G30020 | thellun_all_rep_c21558                                                                                                                                       |   |
| AT2G28890 | thellun_all_c12283; thellun_all_c43105                                                                                                                       | C |
| AT2G46920 | thellun_all_c32522                                                                                                                                           |   |
| AT3G16560 | thellun_all_c28902; thellun_all_rep_c29744; thellun_all_c20473; thellun_all_c40706; thellun_all_c8999                                                        |   |
| AT5G02400 | thellun_all_c33736                                                                                                                                           | D |
| AT3G12620 | thellun_all_c15921; thellun_all_rep_c8878; thellun_all_c15921                                                                                                |   |
| AT3G17090 | thellun_all_c17963; thellun_all_c20283; thellun_all_c31363                                                                                                   |   |
| AT4G33920 | thellun_all_c32155; thellun_all_c17437                                                                                                                       |   |
| AT5G02760 | thellun_all_rep_c5904; thellun_all_rep_c16851                                                                                                                |   |
| AT5G06750 | thellun_all_c19251                                                                                                                                           |   |
| AT5G66080 | thellun_all_c44914                                                                                                                                           | E |
| AT1G03590 | thellun_all_c40460                                                                                                                                           |   |
| AT1G16220 | thellun_all_c18413; thellun_all_rep_c12058                                                                                                                   |   |
| AT1G79630 | thellun_all_c44459; thellun_all_c32998; thellun_all_c28268                                                                                                   |   |
| AT2G20050 | thellun_all_c17905; thellun_all_c25830                                                                                                                       |   |
| AT3G02750 | thellun_all_rep_c12905                                                                                                                                       |   |
| AT3G05640 | thellun_all_c24920                                                                                                                                           |   |
| AT3G06270 | thellun_all_c8831; thellun_all_c43850                                                                                                                        |   |
| AT3G11410 | thellun_all_rep_c22578; thellun_all_rep_c5943                                                                                                                |   |
| AT3G16800 | thellun_all_c29733; thellun_all_rep_c6578; thellun_all_c17029                                                                                                |   |
| AT4G32950 | thellun_all_c38543; thellun_all_c22535; thellun_all_c9001; thellun_all_c37836                                                                                |   |
| AT5G26010 | thellun_all_c15738                                                                                                                                           |   |
| AT5G27930 | thellun_all_c24807; thellun_all_c8153; thellun_all_c24920                                                                                                    |   |
| AT5G36250 | thellun_all_c38545                                                                                                                                           |   |
| AT4G03415 | thellun_all_c30555                                                                                                                                           | F |
| AT1G22280 | thellun_all_rep_c4715                                                                                                                                        |   |
| AT1G34750 | thellun_all_c28124; thellun_all_c10309; thellun_all_c13443                                                                                                   |   |
| AT1G43900 | thellun_all_c7285                                                                                                                                            |   |
| AT1G78200 | thellun_all_c35162; thellun_all_c41399                                                                                                                       |   |
| AT2G20630 | thellun_all_rep_c4759; thellun_all_rep_c30416                                                                                                                |   |
| AT3G15260 | thellun_all_c15439; thellun_all_c23419; thellun_all_c6989                                                                                                    |   |
| AT3G51370 | thellun_all_rep_c6753; thellun_all_rep_c4470; thellun_all_c44914                                                                                             |   |
| AT4G28400 | thellun_all_rep_c11914; thellun_all_c18352                                                                                                                   |   |
| AT4G31750 | thellun_all_c13247; thellun_all_c30116; thellun_all_c24675; thellun_all_c19359                                                                               |   |
| AT5G10740 | thellun_all_rep_c16595                                                                                                                                       |   |
| AT5G53140 | thellun_all_c6492                                                                                                                                            |   |
| AT1G48040 | thellun_all_rep_c21154                                                                                                                                       | G |
| AT2G25620 | thellun_all_c14749                                                                                                                                           |   |
| AT2G33700 | thellun_all_c25164; thellun_all_c15172                                                                                                                       |   |
| AT3G51470 | thellun_all_c19337                                                                                                                                           |   |
| AT3G62260 | thellun_all_c23303; thellun_all_c13434                                                                                                                       |   |

| PP2C | Contigs |
|------|---------|
|------|---------|

|           |                                                            |   |
|-----------|------------------------------------------------------------|---|
| AT2G25070 | thellun_all_rep_c6528; thellun_all_c9380                   | I |
| AT4G31860 | thellun_all_c10464; thellun_all_c19719                     |   |
| AT3G63340 | thellun_all_c18912                                         | J |
| AT5G66720 | thellun_all_c8419                                          | K |
| AT2G30170 | thellun_all_rep_c7048; thellun_all_c28521                  |   |
| AT4G16580 | thellun_all_c25834; thellun_all_c14136; thellun_all_c35046 |   |
| AT2G40860 | thellun_all_c18071; thellun_all_c23308                     |   |
| AT4G27800 | thellun_all_rep_c6391; thellun_all_rep_c4376               |   |
| AT1G18030 | thellun_all_c37154                                         |   |
| AT4G33500 | thellun_all_rep_c15908; thellun_all_c20279                 |   |

# Supplementary material for: Transcriptome sequencing and microarray design for functional genomics in the extremophile Arabidopsis relative Thellungiella salsuginea (Eutrema salsugineum)
**Source:** BMC Genomics. 2013 Nov 14;14:793. doi: 10.1186/1471-2164-14-793
**Supplement:** Additional file 4 — Arabidopsis PTP and DSP genes and the corresponding T. salsuginea contigs.

#### Additional file 4

| <b>PTP</b> | <b>Contigs</b>                                           |
|------------|----------------------------------------------------------|
| AT1G71860  | thellun_all_c7717                                        |
|            |                                                          |
| <b>DSP</b> | <b>Contigs</b>                                           |
| AT3G09100  | thellun_all_c16852                                       |
| AT3G19420  | thellun_all_c27082; thellun_all_c7957; thellun_all_c8321 |
| AT4G03960  | thellun_all_c17019                                       |
| AT3G62010  | thellun_all_c27894                                       |
| AT1G05000  | thellun_all_rep_c5856                                    |
| AT2G04550  | thellun_all_rep_c40535; thellun_all_rep_c5958            |
| AT2G35680  | thellun_all_c12344; thellun_all_c7887; thellun_all_c8558 |
| AT3G02800  | thellun_all_c13438                                       |
| AT3G06110  | thellun_all_rep_c1481                                    |
| AT3G23610  | thellun_all_c14961                                       |
| AT5G16480  | thellun_all_c36563                                       |
| AT5G23720  | thellun_all_c20615; thellun_all_c33643                   |
| AT5G56610  | thellun_all_c6967                                        |
| AT3G50110  | thellun_all_c10116; thellun_all_c11894                   |
| AT5G58160  | thellun_all_c41093                                       |
| AT3G52180  | thellun_all_rep_c3791                                    |
| AT3G10940  | thellun_all_rep_c4495                                    |
| AT3G01510  | thellun_all_c19238; thellun_all_c37920                   |

# Supplementary material for: Transcriptome sequencing and microarray design for functional genomics in the extremophile Arabidopsis relative Thellungiella salsuginea (Eutrema salsugineum)
**Source:** BMC Genomics. 2013 Nov 14;14:793. doi: 10.1186/1471-2164-14-793
**Supplement:** Additional file 15 — Number of probes identified from the reciprocal hybridization of RNA samples derived from non-acclimated or cold acclimated leaves to Arabidopsis and T. salsuginea arrays.

## Additional file 15.

| Type of array                                | <i>Arabidopsis</i> | <i>Arabidopsis</i> | <i>Thellungiella</i> | <i>Thellungiella</i> |
|----------------------------------------------|--------------------|--------------------|----------------------|----------------------|
| Hybridized RNA sample <sup>1</sup>           | Col-0              | Yukon              | Col-0                | Yukon                |
| Number of probes <sup>2</sup>                | 37148 ± 5183       | 21129 ± 3846       | 43553 ± 1588         | 45017 ± 166          |
| Differentially expressed probes <sup>3</sup> | 623                | 3336               | 548                  | 10248                |
| Unique AGI locus                             | 512                | 2722               | 321 <sup>#</sup>     | 4425 <sup>#</sup>    |

<sup>1</sup>Source of RNA samples. Altogether 6 hybridizations with RNA derived from leaves of three biological replicates from non-acclimated or cold acclimated plants.

<sup>2</sup>Mean of six hybridizations ± standard deviation. 

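With the mean spot intensity set against the mean local background, 36985 ± 5191 features were at least 1.5-fold above background for Col-0 RNA on Arabidopsis arrays and 20608 ± 3562 for Yukon RNA (SD, n = 6 arrays). On T. salsuginea arrays, the numbers were 43274 ± 1763 for Col-0 RNA and 44911 ± 208 for Yukon RNA (SD, n = 6). With medians of spot and background, they were 37148 ± 5183, 21015 ± 3830, 43553 ± 1588 and 45017 ± 166 in the same order. These counts cover all features of an array, control spots included (45220 on the Arabidopsis and 45217 on the T. salsuginea array). The scanner software's own call gave 30775 ± 1018, 17568 ± 971, 21800 ± 1251 and 36910 ± 1094 features well above background.
Of the 153 negative control spots of an array, which carry no plant sequence, the limit was passed by 28.3% ± 39.3, 4.25% ± 5.72, 81.8% ± 16.8 and 85.9% ± 9.08 in the same order of groups. Among Arabidopsis arrays with Col-0 RNA, the 2 arrays of scan session 2 had 42104 and 44893 features above the limit, with 58.8 and 94.8% of the negative controls. The 4 arrays of session 1 had 32782 to 35021 features above it, with 1.96 to 5.88% of the negative controls.

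**Figure D2:**
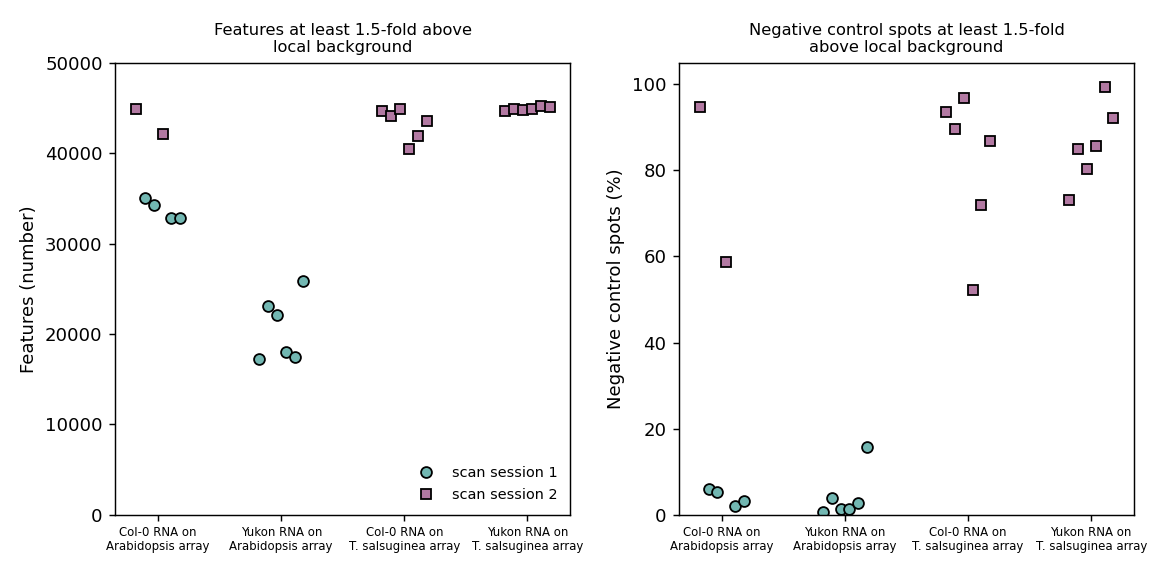
Features (left) and percentage of the 153 negative control spots (right) at least 1.5-fold above the local background on each of the 24 arrays, by RNA and array type; circles are arrays of scan session 1 and squares arrays of scan session 2. Arrays of session 2 lie at 40438 features or more, and arrays of session 1 at 35021 or fewer.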

Number of probes with hybridization signal intensities at least 1.5-fold above background.

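In Yukon RNA, 11731 probes were called on the T. salsuginea array, 5375 higher and 6356 lower in cold acclimated plants, and 3609 on the Arabidopsis array, 1610 higher and 1999 lower. In Col-0 RNA, 187 probes were called on the Arabidopsis array, 109 higher and 78 lower, and 217 on the T. salsuginea array, 113 higher and 104 lower. Without the fold change limit, the numbers were 20931, 4586, 187 and 220. In Yukon RNA on the T. salsuginea array, higher calls then outnumbered lower calls (11377 and 9554). Col-0 replicates with the same number shared deviations on the Arabidopsis array. With the replicate number as a block, limma called 0 probes there (9828 at an unadjusted p below 0.05). On the T. salsuginea array it also called 0 (7684 at an unadjusted p below 0.05). Fewer residual degrees of freedom remained in the fits with this block. With any of the 5 Col-0 arrays left out, 2 against 2 or 3 against 1 arrays remained on the Arabidopsis array, and limma called 0 probes (6620 to 9420 at an unadjusted p below 0.05). Some called probes were well above background on every array of at least 1 treatment and had no overlap between treatments. They numbered 10940 in Yukon RNA on the T. salsuginea array and 177 in Col-0 RNA on the Arabidopsis array. For a probe not selected by a call, chance gives this arrangement in 10% of cases for 3 against 3 arrays and in 20% for 3 against 2. These probes had been called on the same arrays, so the separation adds no evidence beyond the call.
Probes that were not well above background in a treatment have only a lower bound of change, taken from normalized log2 means against the lowest intensity well above background. The largest increases in Yukon RNA on the T. salsuginea array were at least 4335-fold for unigene thellun_all_rep_c29067 and at least 3499-fold for thellun_all_c29404, and large decreases included at least 255-fold for thellun_all_rep_c1331 and at least 298-fold for thellun_all_rep_c4531. In Col-0 RNA on the Arabidopsis array, AZI1 (At4g12470) rose at least 194-fold, MYB90 (At1g66390) at least 113-fold and PXMT1 (At1g66700) by 8.67 on the log2 scale (standard error 0.43, limma adjusted p = 0.0388). At3g14820 was called lower (limma adjusted p = 0.0474) and was well above background on 1 of 3 cold acclimated arrays, so no size of change is given. The probe for At3g59250 was at least 29.1-fold lower, and the log2 fold change of GASA6 (At1g74670) was -6.03 (standard error 0.41, limma adjusted p = 0.0403, well above background on 2 of 3 cold acclimated arrays).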

<sup>3</sup>Differentially expressed probes were identified using a linear model in the LIMMA package and false discovery rate ( $p < 0.05$ ) controlled by Benjamini and Hochberg (1995) method implemented in the Robin software.

<sup>#</sup>Orthologous genes were identified based on protein sequence similarity search using BLASTX,  $E < 10^{-10}$ .

How the deposited data were processed for this re-analysis (not part of the article)

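Leaf RNA of T. salsuginea (Yukon accession) and Arabidopsis (Col-0) from 3 non-acclimated and 3 cold acclimated biological replicates each was hybridized to 12 T. salsuginea and 12 Arabidopsis arrays. For each of the 24 arrays, the authors deposited the spot intensities of Agilent Feature Extraction, with a processed intensity that the software had background-subtracted and spatially detrended, and a rounded copy of it as the series table. Neither had been normalized between arrays, and the rounded copy equalled the processed intensity to 3 significant digits.

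From these intensities, control spots and spots marked as outliers were left out and spots of the same probe were averaged. Log2 processed intensities were quantile-normalized over the arrays of each RNA on each array type. The 4 comparisons of cold acclimated with non-acclimated arrays were fitted separately with limma 3.58.1 in R 4.3.3, and probes were called at a Benjamini-Hochberg adjusted p below 0.05 and a log2 fold change of at least 1 in either direction. Col-0 non-acclimated replicate 1 on the Arabidopsis array was left out of its comparison, as in the paper. The tests, the alternatives and the rule for naming genes were written down before the data were examined. Genes are named when the paper names them with an identifier that has a probe, when they are among the 3 largest increases or decreases in either same-species comparison with no overlap between treatments and all arrays of at least 1 treatment well above background, or when they are among the 2 largest changes of a gene set or list under the same condition. For probes not well above background on any array of a treatment, a lower bound of the fold change is given, as the mean of the brighter treatment against, per array, the higher of the probe's own value and the lowest intensity of any probe well above background.

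Probes of the Arabidopsis array were assigned to loci through the file's own columns (25202 probes) and the RefSeq table (11455 probes), 26623 loci in all. Of the probes named by both, 99.9% had the same locus. T. salsuginea probes were named by unigene. The paper's match by BLASTX was not used here. The planned matches by locus could not be run, and probes of the 2 arrays were paired by reciprocal best match with blastn 2.17.0+ instead, a choice made after the data were seen. For the same reason, functional groups on the T. salsuginea array were tested on probes with a matched description. Keyword sets for 6 functional groups, written in advance, were tested with Fisher's exact test and with limma's camera and fry. MapMan bins were not used here. The LEA list and the lists of kinases and phosphatases were taken from the paper's Additional files. The difference between the species was tested as an interaction in limma over the probe pairs.

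Depth was described by the median intensity and the percentage of probes well above background of each array. Slides and the 2 scan sessions were tested as batches. Same-numbered non-acclimated and cold acclimated samples were checked for shared deviations from their group means, since both treatments carry replicate numbers 1 to 3. Col-0 RNA on the Arabidopsis array passed the limit of 0.1 in every pair (r of 0.668, 0.521 and 0.395), although the first pair also shares scan session 2, and within session 1 the correlation over replicates 2 and 3 was 0.267. The pairing of the other comparisons is given with the dependence on processing.

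The alternatives were 75th percentile scaling, normal-exponential background correction with an offset of 50, plain background subtraction with a floor of 0.5, the rounded intensities, a joint fit of 12 arrays, a filter on probes well above background on at least 2 arrays, the slide as a random block, the replicate number as a block, an adjusted p alone and leaving out each array. The models were tested on simulated data with 200 changed probes per comparison. At a log2 change of 2, they recovered 81.0% of the changed probes for Yukon RNA and 40.0% for Col-0 RNA on the T. salsuginea array, and 62.0% and 0% on the Arabidopsis array. A log2 change of 4, added after this was seen, was recovered for 98.0, 79.5, 83.5 and 65.5% in the same order. At most 10 unchanged probes were called in any of these tests.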

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

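Among the tests in this part, the scan session test, the replicate blocks in the interaction, the LEA calls shared between background corrections and the LEA list with 75th percentile scaling were chosen after the result was seen, and the other tests were set in advance.

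In 28 sets of 6 arrays (7 measures for each RNA on each array type), the highest or lowest array stood far from the others in 4 sets, where chance gives about 1 set in 20. Spots marked as outliers numbered 285 on the Arabidopsis array with cold acclimated Col-0 replicate 1 (46 on the next array), 106 on the Arabidopsis array with non-acclimated Yukon replicate 1 (24 on the next) and 130 on the T. salsuginea array with non-acclimated Col-0 replicate 3 (43 on the next). These spots were left out of every comparison. Of the negative control spots on the Arabidopsis array with non-acclimated Yukon replicate 3, 15.7% were at least 1.5-fold above background, against 3.92% on the next array, and this array also had the most features above the limit in its group (25806). Such measures of spots and controls describe the hybridization of single arrays, and no biological explanation was tested for them.

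The cold response differed between Yukon and Col-0 in 188 of 1777 probe pairs by the interaction in limma, with 65 more positive and 123 more negative in Yukon. Without Yukon cold acclimated replicate 3 the number was 88, without Yukon non-acclimated replicate 2 it was 107 and without Yukon non-acclimated replicate 3 it was 112, and leaving out each of the other 8 arrays gave 128 to 260. These fits had no replicate block. With the replicate number as a block in Col-0 RNA, where same-numbered samples shared deviations, 300 pairs were called, 185 of them among the 188, and with blocks in both RNAs 283. An effect of the array type was tested by exchanging the arrays, so that Yukon RNA was measured on the Arabidopsis array and Col-0 RNA on the T. salsuginea array. The difference kept its direction in 181 of the 188 pairs (96.3%), against 76.4% of all pairs, which argues against the array type as the whole source. The same RNA samples were on both array types, so variation between the RNA samples is not excluded by this test, and neither are the different ages of the plants (6 and 8 weeks). A biological difference between the species stays open and was not tested apart from these.

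Among light reaction pairs, 4 of 51 differed by the same test, each with the more negative change in Yukon, and 38 of the 51 differences were negative with a median of -0.25. With the replicate number as a block in Col-0 RNA, 6 of the 51 differed, 5 of them with the more negative change in Yukon. The explanations left open for the 188 pairs are open here as well.

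The paper describes LEA genes by sequence and does not report their response on the arrays. In Yukon RNA on the T. salsuginea array, limma called 78 of 123 LEA probes (63.4%, against 26.8% of all probes), 73 higher and 5 lower in cold acclimated plants, and 79 with p-values adjusted over the list alone. In Col-0 RNA on the Arabidopsis array, 4 of 71 probes were called, all 4 higher, and 21 adjusted over the list alone. Median log2 fold changes were 1.77 and 1.27, with means of 3.35 and 1.52. The direction was toward higher values in limma's camera and fry for both comparisons. With normal-exponential background correction the Yukon number was 71, all of them among the 78, with a median of 1.60, so the authors' background subtraction is not the source of these 71 calls. In Col-0 RNA the same correction left 6 calls (14 over the list alone) and a median of 0.32 in place of 1.27, so the size of the Col-0 change depended on the background correction. The Yukon number was 85 with the replicate number as a block and 81 with 75th percentile scaling, where the median of the list was 1.56 and that of all probes -0.08, which argues against the scaling of the arrays as the source. In Yukon RNA the list was thus mostly higher in cold acclimated plants under each setting (67 to 78 called higher and 4 to 10 lower). That this is an effect of cold acclimation is a hypothesis found on the same data. The 10 splits that 3 against 3 arrays allow cannot decide on chance, since their share cannot fall below 10%. For the list as a whole, p toward higher values was 6.69e-13 in limma's camera and 2.50e-06 in limma's fry. These values argue against chance as the source for the 123 Yukon probes taken as a set. The paper condenses its putative LEA sequences to fewer distinct proteins because of their similarity. The 123 probes, and the 78 called, are therefore not independent genes, and the p in camera may be too small. In Col-0 RNA, p toward higher values was 6.54e-09 in limma's camera and 0.000890 in limma's fry. Of the 71 Col-0 probes, from 51 loci, 52 had positive values. These values argue against chance for the 71 probes as a set as well. The number of Col-0 calls was 0 to 9 by setting and the size of the change depended on the background correction, so other explanations stay open there.

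On T. salsuginea arrays with Yukon RNA, 85.9% of the negative control spots were at least 1.5-fold above the local background, and so were 81.8% with Col-0 RNA. Within Col-0 RNA on the Arabidopsis array, 58.8% or more of these spots passed the limit in scan session 2 and 5.88% or fewer in session 1, while group means of 0.545 to 2.61% were well above background by the scanner software. The comparison between sessions was made with 2 and 4 arrays. It is in line with an effect of the scan session on the 1.5-fold count, which may then not reflect hybridized RNA alone. The slide lot changed with the session and cannot be separated from it, and no biological explanation applies to spots without plant sequence.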

How the results depend on the processing

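The slide as a fixed block, the scan session block, the replicate blocks in the difference between the species, the pairing of arrays by RNA sample, the replicate block with non-acclimated replicate 1 included, the pairing of probes by sequence with its variant at E below 1e-5 (apart from the percentages of missed pairs, where this limit was planned), the 99th percentile of negative controls, and functional groups or gene lists with 75th percentile scaling and functional groups in Yukon RNA on the Arabidopsis array were chosen after the data were seen. The cause of the changes below was not tested unless stated.

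In Yukon RNA on the T. salsuginea array, the 11731 called probes stayed within 1.5 times under every alternative (8618 to 12956) except the adjusted p alone (20931), and leaving out each array gave 11045 to 12133. With 75th percentile scaling the higher calls made up 37.1% instead of 45.8%, and the median of all probes shifted from 0.05 to -0.08. With the adjusted p alone, the higher calls made up 54.4%. In Yukon RNA on the Arabidopsis array (3609), the number was 1983 with normal-exponential correction, 2010 with plain subtraction, 2192 in the joint fit of 12 arrays and 0 in limma with the slide as a fixed block (11750 at an unadjusted p below 0.05, with fewer residual degrees of freedom), and 2002 to 3495 with each array left out, lowest without cold acclimated replicate 3. The 75th percentile scaling gave 3138.

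In Col-0 RNA on the Arabidopsis array (187), the number was 482 with 75th percentile scaling, 526 with normal-exponential correction, 3244 in the joint fit, 815 with the filter on probes well above background, 734 with the slide as a random block, 0 in limma with it as a fixed block (6229 at an unadjusted p below 0.05) and 2005 with the scan session as a block. In Col-0 RNA on the T. salsuginea array (217), it was 60 with 75th percentile scaling, which shifted the median of all probes to -0.48, 479 with normal-exponential correction, 414 with plain subtraction, 1923 in the joint fit, 400 with the filter and 0 in limma with the slide as a fixed block (5444 at an unadjusted p below 0.05). Leaving out each array gave 0 in every Col-0 fit on the Arabidopsis array, and 0 to 16 on the T. salsuginea array (5014 to 7963 at an unadjusted p below 0.05). The first of these left 2 against 2 or 3 against 1 arrays. In fits with 2 against 2 arrays, chosen after the data were seen, Yukon RNA had at least 9236 calls on the T. salsuginea array. On the Arabidopsis array it had 0 in 4 of 9 such fits. The Col-0 calls lost with 2 against 2 arrays therefore do not show that they rested on a single array. Fits with 3 against 1 leave a single array in a group, so no conclusion is drawn from them. The joint fit differs by construction in that Yukon arrays enter its estimate of the spread.

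With the replicate number as a block, limma called 0 probes in Col-0 RNA on the Arabidopsis array (9828 at an unadjusted p below 0.05). The number was also 0 with non-acclimated replicate 1 included (12582 at an unadjusted p below 0.05). The functional group tests, the LEA list and the list of kinases and phosphatases therefore had 0 calls there. The block left fewer residual degrees of freedom, so these 0 calls do not show that a response is absent. Adjusted over the list alone, 23 LEA probes (21 without the block) and 0 kinase and phosphatase probes (21 without the block) were called. Pairs that differed between the species numbered 300 with the block in Col-0 RNA and 283 with blocks in both RNAs (188 otherwise). In the other comparisons not every pair of same-numbered samples correlated above 0.1 (Yukon on T. salsuginea arrays 0.222, 0.0812 and 0.178; Yukon on Arabidopsis arrays 0.278, -0.0606 and 0.332; Col-0 on T. salsuginea arrays 0.418, 0.0990 and 0.0522). The number could mark the paper's 3 independent experiments, which was not tested. The block gave 11841, 3067 and 0 called probes in these (7684 at an unadjusted p below 0.05 in the last), 4 functional group tests, 85 LEA probes and 57 kinase and phosphatase probes in Yukon RNA on the T. salsuginea array, and 6 functional group tests in Yukon RNA on the Arabidopsis array.

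The percentage of Yukon pairs missed on the Arabidopsis array (39.6%) was 49.6% with 75th percentile scaling, 44.5% with normal-exponential correction, 61.5% with plain subtraction, 68.8% in the joint fit, 29.7% with the filter, 35.4% with the slide as a random block, 100% with it as a fixed block (no calls on the Arabidopsis array), 48.5% with the replicate block, 51.0% with the adjusted p alone and 46.9% at E below 1e-5, and 43.5 to 59.6% with each array left out. For Col-0 RNA (75.0%) it was 33.3% with plain subtraction and 33.3% with non-acclimated replicate 1 included, and 100% without non-acclimated replicate 1 on the T. salsuginea array. The blocks by replicate number and fixed slide and the other fits without an array called no Col-0 pair on the Arabidopsis array and gave no percentage.

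The lowest replicate correlation (0.981) was 0.976 on the linear scale. The correlation of probe pairs (0.937) was 0.959 with normal-exponential correction, 0.911 with mean intensities without normalization and 0.969 with the filter, and 0.928 to 0.938 with each array left out. At E below 1e-5, the correlations between arrays were 0.641 and 0.661 for non-acclimated and cold acclimated Yukon RNA and 0.665 and 0.609 for Col-0 RNA, 492 genes were low on the Arabidopsis array and high on the T. salsuginea array, and 393 pairs differed between the species. Leaving out each array gave 88 to 260 such pairs. With the brightest probe of each of 1603 loci, the correlations were 0.750 and 0.711 for non-acclimated and cold acclimated Col-0 RNA (0.788 and 0.748 otherwise) and 69 genes were low and high in place of 109. Median intensities and the filter moved the correlations between arrays by less than the SD, as did the brightest probe in Yukon RNA.

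For Col-0 RNA on the T. salsuginea array, 21800 probes were well above background and 20120 above the 99th percentile of negative controls, in place of 43274 features at least 1.5-fold above background. The other groups stayed within 1.5 times. The highest density peak of Col-0 RNA on Arabidopsis arrays lay below that on T. salsuginea arrays by a difference of -0.16 with median intensities (-0.24 otherwise), and an exact permutation test no longer passed 0.05. Paired by RNA sample, the difference of -0.24 did not pass 0.05 either in an exact test over 64 sign arrangements, while the Yukon difference did (2.72). Functional group tests for Col-0 RNA numbered 1 with only probes well above background as the comparison and 3 with normal-exponential correction, in place of 2, and the light reaction probes called lower there went from 0% to 3.43% of the set with normal-exponential correction. The Col-0 kinase and phosphatase probes numbered 8 with the same correction and 2 with 75th percentile scaling (1 otherwise; 2 in place of 21 over the list alone with this scaling), and the Col-0 LEA probes 9 with this scaling (4 otherwise). Of the values for single functional group tests, 156 of 168 kept their side of the threshold, 10 became weaker, 1 became stronger and 1 was reversed. Those that lost it include glycolysis called higher in Yukon RNA on the Arabidopsis array under 3 of 5 alternatives. Cold stress called higher in the same RNA and array was lost with each gene counted once.

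For the 23 changes of gene probes named with a log2 fold change or a bound, none reversed its direction in 363 recomputed values, and 268 kept their side of the threshold. The calls that were lost or gained were all in Col-0 RNA or in RAB18 probes of Yukon RNA on the Arabidopsis array. The Arabidopsis loci as denominator were not run. With a percentage near 60.6 of the probes not well above background, Yukon RNA on the Arabidopsis array limits which changes can be measured.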

Differences from the paper's values

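The paper gives 0.985 as the lowest correlation between replicates of Yukon RNA on T. salsuginea arrays, and 0.981 was obtained here (SD 0.00373). Of the alternatives set before the data were examined, mean intensities without background subtraction gave 0.984, within this SD of the paper's value, and the linear scale gave 0.976, which was not.

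The paper's correlations between arrays range from 0.437 to 0.457 over 4 RNA groups, and those obtained here from 0.748 to 0.790. The genes differ, since the paper paired genes by protein similarity and the pairs here have similar probes. None of the alternatives set before the data were examined, median intensities (0.766 to 0.806), only pairs well above background on both arrays (0.761 to 0.803) and the brightest probe of a gene (0.711 to 0.786), came within the paper's range.

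The paper counts 4426 genes with low intensity on the Arabidopsis array and high intensity on the T. salsuginea array in non-acclimated Yukon RNA, and 109 of 1777 pairs (6.13%) were counted here. With median intensities minus background the number was 110, and with the brightest probe of a gene it was 69 of 1603 loci (4.30%). It was 492 of 3338 pairs (14.7%) at E below 1e-5 and 22 of 95 loci (23.2%) that the paper itself pairs, both chosen after the data were seen. The sets of genes differ in size, so none of these numbers can be set against the paper's directly.

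For Col-0 RNA on the Arabidopsis array, the paper reports 623 differentially expressed probes and 187 were called here. The number came within 1.5 times of the paper's with 75th percentile scaling (482), normal-exponential correction (526), the filter on probes well above background (815) and the slide as a random block (734). It did not with plain subtraction (198), the rounded intensities (187), the joint fit of 12 arrays (3244), the replicate block (0), non-acclimated replicate 1 included (194), the adjusted p alone (187) or any array left out (0). The paper's 512 unique loci compare with 157 here, and the same 4 alternatives came within 1.5 times (384, 436, 640 and 572).

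For Col-0 RNA on the T. salsuginea array, the paper reports 548 differentially expressed probes and 217 were called here. Normal-exponential correction (479), plain subtraction (414) and the filter (400) came within 1.5 times, while 75th percentile scaling (60), the rounded intensities (216), the joint fit (1923), the slide as a random block (158), the replicate block (0), the adjusted p alone (220) and the fits without an array (0 to 16) did not.

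The paper describes the distribution of same-species arrays as dominated by the peak at high intensity. Its text names all probes of the arrays, while its figure caption names the genes matched between them. All probes were used here, so the values below cannot be set against the figure directly. In Yukon RNA the peak at low intensity reached 96.3% of the height of the peak at high intensity in non-acclimated samples, where it was the higher peak on replicate 2, and 75.1% in cold acclimated samples. For Col-0 RNA the peak at high intensity reached 52.1 and 55.2% of the height of the peak at low intensity in non-acclimated and cold acclimated samples. With median spot intensities, without background subtraction, the highest peak of Yukon RNA lay at high intensity on all 6 arrays (2.93 to 3.48), as the paper describes, and that of Col-0 RNA lay at 1.35 to 1.68.

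The paper lists glycolysis and xenobiotics among the groups most affected for cold-induced genes. With the keyword sets used here, 3 of 16 glycolysis probes and 1 of 4 xenobiotics probes were called higher in Yukon RNA on the T. salsuginea array, neither more than among the other described probes by Fisher's exact test. Limma's fry, run on all fold changes of the glycolysis set, gave an adjusted p of 0.00753 toward higher values there, and the glycolysis set passed Fisher's exact test in Yukon RNA on the Arabidopsis array (12 of 135 probes called higher), which was lost under 3 of 5 alternatives. Limma's camera gave an adjusted p of 0.185 on the T. salsuginea array, and 19 of the 135 probes on the Arabidopsis array were called lower, also more than among the others by Fisher's exact test. For xenobiotics in Yukon RNA on the Arabidopsis array, limma's fry gave an adjusted p of 0.0268 toward higher values. Limma's camera gave 0.0950 and Fisher's exact test on the higher calls 0.0694.

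The paper notes a large difference between the species in the number of regulated light reaction genes. The numbers of called probes differed here as well (61 and 0 lower on the Arabidopsis array), while the median log2 fold changes were -0.68 and -0.72. As a set, the light reaction probes were also lower in Col-0 RNA (adjusted p 7.38e-13 in limma's camera and 0.0154 in limma's fry).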

Other observations

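In this part, the test of genes missed although well above background was chosen after the result was seen, and the other tests were set in advance.

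More probes were called in Yukon RNA than in Col-0 RNA on the same-species arrays. A smaller number of arrays does not account for it, since at least 11083 Yukon probes were called with 2 non-acclimated arrays, against 187 in Col-0. The median residual SD over probes was 0.433 in Col-0 and 0.233 in Yukon, while the median absolute log2 fold change of paired probes was 0.56 and 0.63, in line with a larger spread between Col-0 replicates as a candidate source. A biological difference stays open and was not tested separately.

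Among 10 splits of the 6 arrays into 3 against 3, only 1, the real one, gave as many called probes in Yukon RNA on the T. salsuginea array, in Yukon RNA on the Arabidopsis array and in Col-0 RNA on the T. salsuginea array. With 10 splits the share cannot fall below 10%, so chance cannot be excluded by this count. In Yukon RNA on the Arabidopsis array, 1 other split called 196 probes, and in Col-0 RNA on the T. salsuginea array 2 others called 25 and 6.

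Of the Yukon genes called on the T. salsuginea array and missed on the Arabidopsis array, 12.9% were near background there, against 0.313% of those called on both. This is in line with signal near background as a source for those genes. It leaves 182 of the 209 missed pairs, which were well above background. In 97.3% of these the change had the same direction on the Arabidopsis array. Their smaller median there follows from their selection, and over all 1777 pairs the median absolute change was not smaller on the Arabidopsis array (0.66 and 0.63), so this test cannot tell whether a smaller change accounts for them. The reason why they were missed stays open.

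The intensity of Yukon RNA on an Arabidopsis probe relative to its T. salsuginea partner fell with the number of mismatches in 330 pairs aligned over nearly the whole probe (Spearman's rho -0.496 in non-acclimated samples). The median log2 difference was -0.89 with 0 to 2 mismatches (12 pairs) and -2.88 with 9 or more (91 pairs). This makes mismatches a candidate source of low intensity. The pairs were aligned without gaps, so both probes cover nearly the same stretch of the matched sequence. Other differences between the probes of a pair were not tested.

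Col-0 non-acclimated replicate 1 on the Arabidopsis array differed from its replicates by a median of 0.51 over 1402 pairs (0.38 and 0.40 for the others). On the T. salsuginea array the same RNA differed by 0.37, less than replicates 2 and 3 (0.43 and 0.41), which argues against the RNA sample as the whole source, although same-numbered arrays of both types shared part of their deviations. Cold acclimated replicate 1 on the Arabidopsis array, of the same slide lot and scan session, differed by 0.46 (0.31 and 0.28 for the others), consistent with an effect of the slide lot or the session, which cannot be separated. At the 187 genes called between the other arrays, 28.3% of the values of replicate 1 lay nearer to the cold acclimated arrays, which argues against an exchange with a cold acclimated array.

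Same-numbered arrays of the 2 array types correlated in their deviations from the group by at least 0.316 in each of the 12 cases, and differently numbered arrays by 0.0156 at most. This is consistent with identical RNA samples on both array types, as the paper states.

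For COR15A, the unigenes thellun_all_rep_c5293 and thellun_all_rep_c36160 rose by 7.57 and 8.25 on the log2 scale in Yukon RNA on the T. salsuginea array, and thellun_all_rep_c26181 rose at least 1433-fold. In Col-0 RNA on the Arabidopsis array, COR15A rose by 3.93 (limma adjusted p = 0.0512) and COR15B by 3.72 (limma adjusted p = 0.0616). The RAB18 probe with the largest change rose by 2.38 (limma adjusted p = 0.160), and none of these was called in the main fit. Of 12 alternatives, COR15A was called in 8, COR15B in 6 and this RAB18 probe in 1. In Col-0 RNA on the T. salsuginea array, 2 of the unigenes were called higher, thellun_all_rep_c36160 by 3.39 (limma adjusted p = 0.0497) and thellun_all_rep_c5293 at least 2.08-fold. In Yukon RNA on the Arabidopsis array, the same RAB18 probe rose by 8.23 (limma adjusted p = 0.00407) and 2 others were called higher, while the fourth rose by 2.16 (limma adjusted p = 0.143) and the COR15A and COR15B probes were not called. Of the kinase and phosphatase probes, 58 of 180 were called in Yukon RNA on the T. salsuginea array (45 higher and 13 lower, and 59 adjusted over the list alone), and 1 of 187 in Col-0 RNA on the Arabidopsis array (21 adjusted over the list alone). The direction was toward higher values in limma's camera and fry for both comparisons.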
